# Dehydration stress memory genes of *Zea mays*; comparison with *Arabidopsis thaliana*

**DOI:** 10.1186/1471-2229-14-141

**Published:** 2014-05-22

**Authors:** Yong Ding, Laetitia Virlouvet, Ning Liu, Jean-Jack Riethoven, Michael Fromm, Zoya Avramova

## Abstract

**Background:**

Pre-exposing plants to diverse abiotic stresses may alter their physiological and transcriptional responses to a subsequent stress, suggesting a form of “stress memory”. Arabidopsis thaliana plants that have experienced multiple exposures to dehydration stress display transcriptional behavior suggesting “memory” from an earlier stress. Genes that respond to a first stress by up-regulating or down-regulating their transcription but in a subsequent stress provide a significantly different response define the ‘memory genes’ category. Genes responding similarly to each stress form the ‘non-memory’ category. It is unknown whether such memory responses exists in other Angiosperm lineages and whether memory is an evolutionarily conserved response to repeated dehydration stresses.

**Results:**

Here, we determine the transcriptional responses of maize (*Zea mays* L.) plants that have experienced repeated exposures to dehydration stress in comparison with plants encountering the stress for the first time. Four distinct transcription memory response patterns similar to those displayed by *A. thaliana* were revealed. The most important contribution is the evidence that monocot and eudicot plants, two lineages that have diverged 140 to 200 M years ago, display similar abilities to ‘remember’ a dehydration stress and to modify their transcriptional responses, accordingly. The highly sensitive RNA-Seq analyses allowed to identify genes that function similarly in the two lineages, as well as genes that function in species-specific ways. Memory transcription patterns indicate that the transcriptional behavior of responding genes under repeated stresses is different from the behavior during an initial dehydration stress, suggesting that stress memory is a complex phenotype resulting from coordinated responses of multiple signaling pathways.

**Conclusions:**

Structurally related genes displaying the same memory responses in the two species would suggest conservation of the genes’ memory during the evolution of plants’ dehydration stress response systems. On the other hand, divergent transcription memory responses by genes encoding similar functions would suggest occurrence of species-specific memory responses. The results provide novel insights into our current knowledge of how plants respond to multiple dehydration stresses, as compared to a single exposure, and may serve as a reference platform to study the functions of memory genes in adaptive responses to water deficit in monocot and eudicot plants.

## Background

Water deficit affects a broad range of plant functions, including growth, photosynthesis, metabolic pathways, and if severe enough, can cause tissue damage and death [1]. Plants respond to dehydration stress through physiological adjustments presumably regulated by the expression of specific genes involved in the dehydration stress response [2,3]. Pre-exposure to diverse types of stresses, including dehydration stress, may alter subsequent responses, suggesting a form of “stress memory” [4-7]. *A. thaliana* plants that have undergone one or more alternating cycles of dehydration stress treatments following periods of full watered recovery (“trained” plants) retain a memory of an earlier dehydration stress as evidenced by the greater ability to retain leaf relative water content (RWC) than plants experiencing dehydration stress for the first time (“untrained” plants) [8]. Trained plants responded differently also at the transcription level as several ABA-inducible genes displayed higher transcription rates and transcript levels during a subsequent exposure, a behavior consistent with transcriptional memory [8]. In a recent whole-genome transcriptome analysis of *A. thaliana*, we found an unexpected diversity of transcriptional memory patterns during repeated stress treatments [9].

Arabidopsis is a model system for plant biology research and for suggesting methodologies to impact processes of importance for agriculture [10]. To find out whether dehydration stress memory exists in Angiosperm lineages other than Arabidopsis, we conducted whole-genome transcriptome analysis of repetitively stressed maize (*Zea mays* L.) plants. Identification of homologous genes that display the same memory-type responses would suggest evolutionarily conserved memory responses in two lineages that have diverged over 140 to 200 M years [11]. On the other hand, non-memory or divergent memory responses by homologous genes would illustrate diversification and specialization of dehydration stress responses and/or of the functions of these genes during their evolution.

The experimental repetitive-dehydration stress system involves exposing seedlings to successive cycles of air drying, overnight watered recovery, followed by a new exposure to dehydrating conditions [8]. This procedure has similarities to the daily oscillation in water potential that occurs in plants growing in soil with decreasing water availability during drought conditions [12]. Here, we analyze the transcriptional behavior of genes involved in the dehydration stress response to assess the conserved and divergent dehydration stress memory responses of structurally related genes in maize and in Arabidopsis, and compare potential cellular functions encoded by dehydration memory genes in the two species.

## Methods

### Plant growth and treatments

*Zea mays* L. (cultivar B73) seedlings were grown in soil in greenhouse with regular watering. Two-week old seedlings were removed from soil and acclimated overnight in trays with their roots in water. The next morning the seedlings were exposed to air drying for 2 h at 22°C (first dehydration stress, S1) followed by a period of full re-hydration recovery for 22 h at 22°C, as described earlier [8]. Repeated dehydration stresses were performed following the same alternating cycles of exposure to air drying/overnight watered recovery. Leaves from non-stressed watered (W) plants, from plants that have experienced a single stress exposure (S1) and three stress exposures (S3) were analyzed. Seven to ten individual plants were used in each treatment point and two independent biological samples were used in the RNA-seq analyses. The relative water content (RWC) was measured in leaves detached from plants and immediately weighed to determine their FW (fresh weight). The same leaves were submerged in deionized water for 24 h, blotted dry and weighed to determine their TW (turgid weight). DW (dry weight) measurements were taken after the leaves were oven-dried (65°C) in brown paper bags for 24 h. The RWC value was calculated using the formula: RWC (%) = ((FW - DW)/(TW - DW)) × 100% [13].

### RNA extraction and RNA-Seq library construction

Leaf tissues were collected and immediately frozen in liquid nitrogen. Total RNA was extracted with Trizol (Invitrogen Inc. Carlsbad, CA, USA), treated with DNase I (Qiagen, Valencia, CA), and purified using Qiagen RNeasy. RNA integrity was confirmed on a Bioanalyzer 2100 using a Nano 6000 LabChip (Agilent Technologies, Santa Clara, CA). Complementary DNA sequencing library was prepared from the total RNA using the mRNA-Seq Sample Preparation Kit (Illumina, San Diego, CA). The resultant cDNA libraries were size-fractionated on an agarose gel, 200 bp fragments excised, and amplified by 15 cycles of polymerase chain reaction. Clusters were generated from the cDNA sequencing library on the surface of a flow cell in the Cluster Station (Illumina) by so-called bridge amplification. Replicates for the watered, S1 and S3 sample libraries were each run on a single lane in a flow cell on an Illumina GAIIx at the Genomics Core Facility at the University of Nebraska-Lincoln.

### Reverse transcription and real-time PCR

Total RNA isolation and reverse transcription with oligo(dT) (18418–012, Invitrogen) were performed as described previously [14]. The amounts of individual genes were measured with gene-specific primers by real-time PCR analysis with a iCycler iQ real-time PCR Instrument (Bio-Rad) and SYBR Green mixture (Bio-Rad). The relative expression or amount of specific genes was quantitated with the 2^-ΔΔ*C*t^ calculation [15], according to the manufacturer’s software (Bio-Rad), where the reference gene was ubiquitin. Primers used in real-time RT-PCR are in Additional file 1.

### Bioinformatics analysis

Transcriptome sequencing of the watered, S1, and S3 samples yielded a total of 76.0, 74.6, and 71.7 million reads, respectively, summed over the two biological replicates per sample (Additional file 2). The read length for each sample’s first replicate is 75 bases, and for the second replicate is 76 bases. To determine the quality of the replicates we performed a least-square simple linear regression for each of the three samples. We calculated the *R*^*2*^ statistic (0.94 ≤ *R*^*2*^ ≤ 0.98) and slope (0.81 ≤ *b* ≤ 1.00), which provide measures of goodness-of-fit and correlation, respectively, using the *regress* function in MATLAB® (version 8.1.0.604 [R2013a]; The MathWorks™, Additional file 2). 

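Regressing the deposited FPKM of replicate 2 on those of replicate 1 over the 39634 listed genes gave R2 values of 0.970 in W, 0.979 in S1 and 0.933 in S3. The slopes were 0.709 in W, 1.052 in S1 and 1.070 in S3. The paper's reported R2 values in Additional file 2 are 0.967, 0.979 and 0.901, and its reported slopes are 0.698, 1.06 and 0.963. The ranges given in the paper's text leave out some of these: the R2 of S3 and all 3 slopes found here lie outside them, as do the R2 of S3 and the slopes of W and S1 in Additional file 2. These regressions are across genes, which are not independent replicates, and the most abundant genes weigh most in them. On the log2(FPKM + 1) scale the slopes were 0.976 in W, 1.013 in S1 and 1.007 in S3. The median absolute difference between the replicates of a gene, over the 20130 genes tested here, was 0.166 log2 units in W, 0.197 in S1 and 0.227 in S3.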

For use in all further analyses, the Zea mays genome (Maize Golden Path B73 RefGen_v2 assembly), gene models (version 5b, Filtered Gene Set FGS), and functional annotations were downloaded from the MaizeGDB [16].

The *bowtie* (version 2.1.0; [16]) and *tophat* (version 2.0.8; [17]) packages were used with default parameters to map the RNA sequence reads from watered, S1, and S3 to the genome and to determine the expression quantity of known transcripts in each sample. The *cuffdiff* tool from the cufflinks package (version 2.0.2; [18]) was run with default parameters to calculate expression changes and associated q-values (False Discovery Rate adjusted p-values) for each gene, between the samples S1 and water, and S3 and S1.

We further classify genes as being significantly differentially expressed when all three of the following conditions are met: *q* ≤ 0.05; | log_2_(fold change) | ≥ 1; and the FPKM-normalized expression value of at least one sample out of the two needs to be larger than the 25th percentile. The output files of *cuffdiff* are further annotated (in-house Perl scripts) by adding gene functional descriptions from the B73 RefGen_v2 annotations. Since only 7164 out of 39,635 genes had annotations other than “hypothetical” or “putative” protein, we decided to use protein homologies with a well-studied model organism, namely *Arabidopsis thaliana*, to infer gene descriptions and GO classifications to each *Zea mays* gene. *Arabidopsis* proteins and Gene Ontology assignments were downloaded from the Arabidopsis Information Resource (release TAIR10, [19]). For each *Zea mays* protein, we used *BLASTP* (version 2.2.28+; [20]) with an e-value of 10^-3^ to get a list of hits against *Arabidopsis* proteins; then we sort the hits based on ascending e-value, descending length, and descending percentage of identity (pid). From that sorted list, we take all matches up to the point where the e-value is 10^10^ times worse than the best hit (e.g. 10^-63^ to 10^-53^). Using such a range of e-values allows us to narrowly sample the *Arabidopsis* proteins with the closest homologies. From these, we summarize a functional description using the top 3 longest common substrings from the TAIR10 descriptions, and to create for each GO domain (cellular component, molecular function, and biological process) a list of the top 10 occurring terms. We used the new inferred description if the *Zea mays* annotation was absent, and we always assigned GO terms via this methodology to the *Zea mays* proteins.

All annotation thus obtained is merged into a master file containing all data for S1 versus water and S3 versus S1 gene expression profiles (Additional file 3). From that master file we determined the 2062 significant drought-responsive genes (S1 versus water), and using that initial set we then looked at those with significantly different responses in S3 versus S1 (816 genes). We assigned simple classifications to the types of response during the first stress (S1) (+or -) indicating transcript levels higher, or lower, than watered (W) levels. For the subsequent (S3) stress the signs (+, -, or =) indicate transcripts at levels higher, lower, or the same, as the levels in S1. Accordingly, response genes were combined into six classes: [++], [--], [+-], [-+], [+=], and [-=], the first four representing the memory categories, the latter two representing the non-memory classes (Additional file 4). Two additional classes [=/+] and [=/-] contain genes that did not change significantly expression in S1 compared to pre-stressed levels in W (according to the three criteria for significance above). These genes significantly changed transcription in S3 defining a different category of what appear as late responding genes. Formally, memory genes are defined as genes that respond to S1 by altering transcription but display different transcriptional responses in subsequent stresses. As these late responding genes do not appear among the genes that respond to the first stress, we have not included them in our analyses here. For each different response class the genes were separated into groups based on (inferred) GO terms (Additional files 5 and 6).

The raw transcriptome sequence files for watered, S1, and S3 have been uploaded, together with gene expression result files, to NCBI’s Gene Expression Omnibus under sequence number GSE48507.

## Results

### Dehydration stress responding memory and non-memory genes of *Zea mays*

Two-week-old maize seedlings were treated in the repetitive dehydration stress system developed in our laboratory for Arabidopsis [8]. Like Arabidopsis plants, previously stressed maize plants exhibited a reduced rate of water-loss upon a second exposure to dry air (Figure 1). This behavior, consistent with dehydration stress memory, allowed us to address the question of whether maize genes display transcriptional memory in a subsequent dehydration stress.

**Figure 1:**
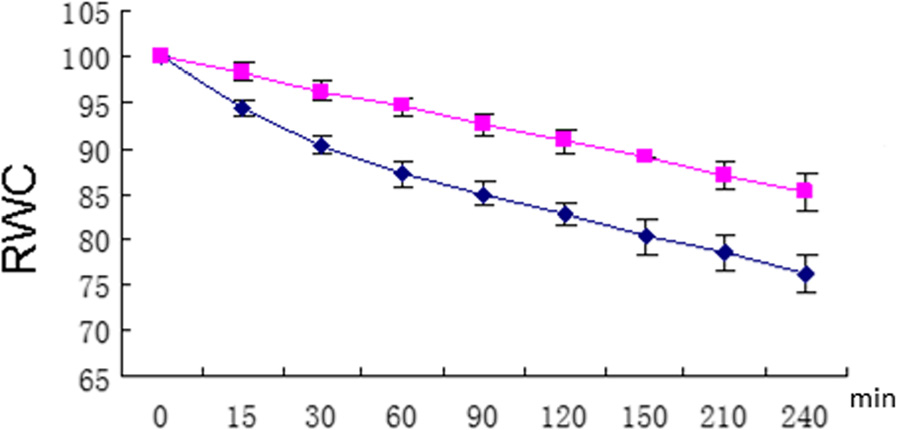
**Relative water content (RWC, %) in response to dehydration stress in leaves of trained or non-trained maize plants.** RWC was measured in leaves harvested after air drying for the indicated times (in min, shown on the ‘x’-axis), for plants experiencing their first stress (dark blue line) or for trained plants exposed to three stress cycles (pink line). Points are the mean, and error bars are ± SE from three independent experiments, each performed with 8–10 leaves from three separate plants.

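RNA-seq data were collected from leaves of maize (Zea mays, inbred line B73) seedlings in 3 conditions, with 2 biological replicates each. W seedlings were watered, S1 seedlings were air-dried once for 2 h at 22 °C, and S3 seedlings were air-dried 3 times, with 22 h of watered recovery before each repeat. The paper gives a greenhouse as the growth place, whereas the sample labels give growth rooms, and the library kits named also differ.

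According to Additional file 2, the paper aligned 34606394 and 34914379 reads for the W replicates, 34415113 and 33928249 for S1, and 31509331 and 34116985 for S3. The authors deposited FPKM values, which are fragments scaled by transcript length and by mapped fragments, computed with cuffdiff for each of 39634 genes and each library. Read counts were not used here, because the deposited values are already normalized for gene length and depth. Their sums per library were 672411 and 568731 FPKM in W, 611980 and 653651 in S1, and 574967 and 614701 in S3.

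The W and S1 values come from one cuffdiff run and the S3 values from another, in which S1 was run again. The S3 values were therefore multiplied by 0.9933, the median ratio of the S1 values of both runs, and S3 levels set beside W rest on this bridge. Genes with at least 1 FPKM in at least 2 libraries were tested, which left 20130 genes. All 6 libraries were fitted together on the log2(FPKM + 1) scale with limma, using a mean-variance trend and Benjamini-Hochberg adjustment, and fold changes on this scale understate the change of genes with low FPKM. A gene was called when its adjusted p was at most 0.05 and its log2 fold change at least 1 in size, with one condition above the 25th percentile of FPKM, after the criteria in the paper's methods. The paper itself took its calls from the q-values of cuffdiff.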

Genome-wide quantitative analysis of transcript levels of RNA samples isolated from seedling leaves of non-stressed watered (W), after a first dehydration stress (S1), and after the third exposure to dehydration stress (S3) (each stress following full 22 h watered recovery periods) were analyzed. Significantly different levels of transcripts in S1 compared to levels in W define the general dehydration stress response genes. Within this response fraction, genes that display significantly different transcript levels in S3 compared to S1 define the memory category, while genes that produce transcripts in S3 at comparable levels as in S1 comprise the non-memory category.

A total of 39,635 maize genes were identified (Additional file 3). Of these, 2,062 genes represented the general dehydration response fraction: 1,636 genes were upregulated and 426 were downregulated in S1 compared to levels in W (Table 1; Additional file 3). 

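Among the 20130 genes tested with limma with Benjamini-Hochberg adjustment, 1820 differed between S1 and W, of which 1511 were higher and 309 lower in S1. With 1 library left out at a time, between 1620 and 1729 of the 1820 genes stayed past 2-fold in the same direction. The number of calls moved most when the fold-change threshold was dropped, which gave 3214 genes. A pseudocount of 2 gave 1388, and a limit of 0.01 on the adjusted p gave 1277. Among the 309 lower genes the choice mattered more, with 155 lower genes at this limit and 942 without the fold-change threshold. A pseudocount of 2 gave 184 lower genes and upper-quartile scaling 465. By the paper's 3 criteria, the authors' deposited table holds 2425 responsive genes, of which 1975 are higher and 450 lower in S1. Of these 2425 genes, 1678 had the same S1 call here.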

Within the dehydration response fraction, 816 genes (~40%) provided different responses in S3 constituting the maize transcription memory category, while 1246 genes produced similar transcript amounts upon each stress treatment representing maize ‘non-memory’ genes (Table 1; Additional file 3). 

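Of the 1820 genes called in S1, 766 (42.1%) were also called between S3 and S1, and 1054 were not. The S3 and S1 comparison alone called 3701 genes with limma with Benjamini-Hochberg adjustment, 1846 higher and 1855 lower in S3. Both comparisons use the same S1 libraries, so chance values in S1 could place genes in both. In 20 draws from the fitted variances, with every gene's S1 mean moved to lie between its W and S3 means, at most 6 genes were called [+/-] and at most 6 [-/+], compared with 531 and 36 observed. A shift common to both S1 libraries was not part of these draws and was not tested. A limit of 0.01 on the adjusted p lowered the memory genes to 490. In the authors' deposited table 1006 genes meet the criteria for memory and 1419 for non-memory, with the percentile again taken over all listed genes. Of its 2425 responsive genes, 1591 (65.6%) were placed in the same class here. The paper defines its memory category by this difference between S3 and S1.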

Distribution of the dehydration stress responses of maize genes in S1 and in S3 is illustrated in Figure 2A.

**Table 1:** **Dehydration response and transcriptional memory genes in *Z. mays *** **and *A. thaliana***

		**Maize**	**Arabidopsis**
**Total genes by RNA-Seq**		39,635	33,555
**Dehydration response**		2,062	6,579
Induced		1,636	3,396
Repressed		426	3,183
**Non-memory genes**		1,246	4,616
Induced	[+/=] (W < S1 = S3)	941	2,177
Repressed	[-/=] (W > S1 = S3)	305	2,439
**Memory genes**		816	1,963
[+/+] (W < S1 < S3)		162	362
[-/-] (W > S1 > S3)		72	310
[+/-] (W < S1 > S3)		533	857
[-/+] (W > S1 < S3)		49	434
**Late-response genes**		2,924	1,371
[=/+] W = S1 < S3		1,678	798
[=/-] W = S1 > S3		1,246	573

**Figure 2:**
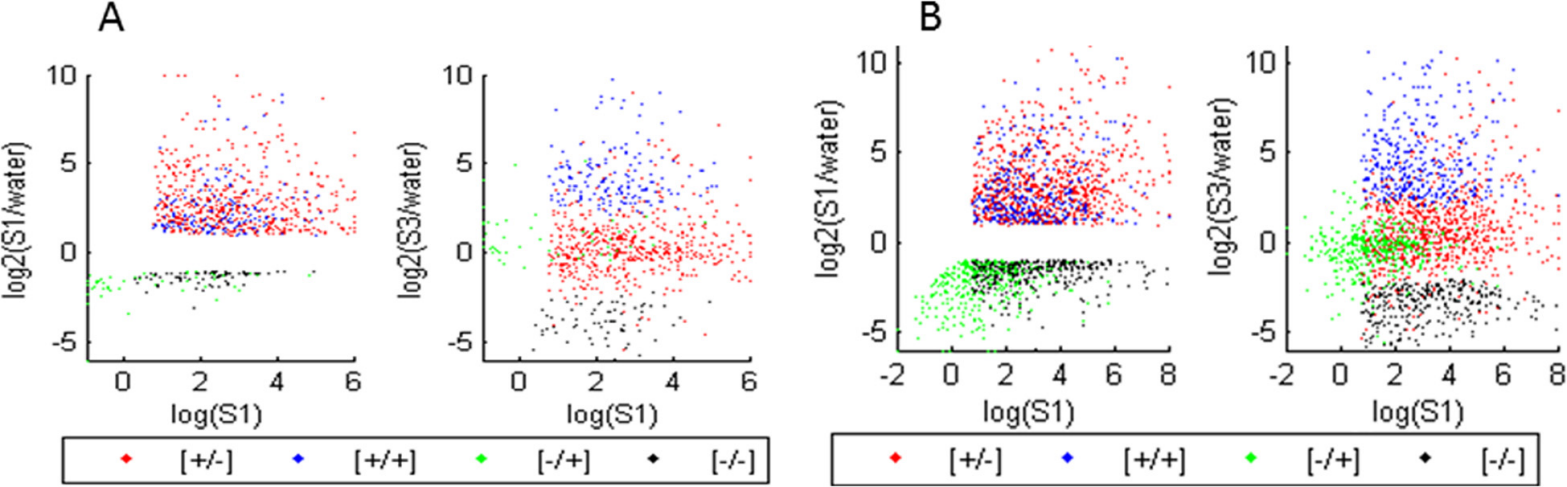
**Distribution of dehydration stress responding genes in Z. mays and *A. thaliana *in S1 and S3. A)** Transcript levels from dehydration stress responding genes that are up-regulated or down-regulated during S1 (color key at the bottom) plotted by the log2 of their S1 levels along the x-axis, and by log2 of their S1/watered ratio along the y-axis (left-hand panel); in the right-hand panel, transcript levels of dehydration stress memory genes are as above, except the y-axis is the log2 of the S3/watered ratio. The clustering of the four colors illustrates the distribution of the four distinct memory response types: revised response [+/-] and [-/+] memory genes clustering closer to their pre-stressed (W) levels, while the [+/+] and [-/-] increasing separation from these levels. **B)** Transcript levels from dehydration stress responding genes and from the memory genes in *A. thaliana*. Data are from Ding et al. 2013.

### Memory-type responses by *Zea mays* dehydration stress responding genes

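The 766 memory genes fell into 133 [+/+], 66 [-/-], 531 [+/-] and 36 [-/+] genes. The [+/-] genes made up 69.3% of them and were the largest class under each alternative tried. The classes of genes lowered in S1 were the least stable. Requiring both changes to stay past 2-fold without replicate 1 of S1 left 40 of the 66 [-/-] genes, and without replicate 2 of S1 it left 25 of the 36 [-/+] genes. Testing all 30955 genes above 0 in any library gave 27 [-/-] and 20 [-/+] genes. Median log2 fold changes of S1 against W were 1.71 in [+/+], -1.20 in [-/-], 1.81 in [+/-] and -1.33 in [-/+]. Those of S3 against S1 were 1.49, -1.68, -1.55 and 1.62, against a median standard deviation between the S3 replicates of 0.28, 0.21, 0.22 and 0.27 log2 units in the same order.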

Comprehensive analyses of the transcriptome data revealed the existence of four distinct transcription patterns that were similar to the memory responses recognized earlier in *A. thaliana* ([9]; Additional file 4). 

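In the RNA-seq libraries the asparagine synthetase gene GRMZM2G053669 rose in each step. Its FPKM were 5.63 and 3.62 in W, 61.2 and 70.0 in S1, and 1236.4 and 950.8 in S3. The log2 fold change was 3.59 for S1 against W (standard error 0.23, adjusted p = 0.000103) and 4.03 for S3 against S1 (standard error 0.23, adjusted p = 7.72e-05, limma with Benjamini-Hochberg adjustment). The NAC domain gene GRMZM2G011598 rose by 2.19 in S1 and by a further 2.68 log2 units in S3 (standard error 0.38). GRMZM2G179462 is listed at 0 in both W libraries, at 2.39 and 0.793 FPKM in S1, and at 573 and 388.5 FPKM in S3. Its S1 call did not hold at a pseudocount of 2 (adjusted p = 0.0761) or without the filter on low values (adjusted p = 0.0903).

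Among the genes lowered in both steps, GRMZM2G151365 was at 47.2 and 42.9 FPKM in W, 12.3 and 11.7 in S1, and 0.924 and 0.528 in S3. GRMZM2G303993 had a log2 fold change of -1.54 in S1 against W (adjusted p = 0.00184) and -2.16 in S3 against S1 (adjusted p = 0.000278, both from limma with Benjamini-Hochberg adjustment). GRMZM2G306104 changed by -0.69 in S1 (adjusted p = 0.0908), so only its fall in S3 by -1.09 was called, which placed it in [=/-].

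Of the [+/-] genes, GRMZM2G390804 had 75.4 and 102.2 FPKM in S1, between 5.15 and 9.03 in W and between 6.22 and 12.8 in S3. GRMZM2G012453 rose by 1.88 log2 units in S1 (standard error 0.24) and changed by -1.76 from S1 to S3 (standard error 0.24). GRMZM2G013170 was not called in either step, with adjusted p = 0.0679 in S1 against W and 0.0683 in S3 against S1 (limma). With the replicate number as a block its adjusted p were 0.0118 and 0.0103, and with only the 4 libraries compared in each fit 0.033 and 0.0389, both of which place it in [+/-].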

Genes induced in S1 but superinduced in S3 are denoted as [+/+] memory genes (Figure 3A); genes with lower expression in S1 but producing transcripts at even lower levels in S3 represent the [-/-] memory type (Figure 3B).The highest number of maize genes with significant differences in S3/S1 transcript levels displayed increased transcript levels in S1, but decreased transcript levels in S3 relative to their S1 levels (the [+/-] memory type), Figure 3C. A complementary transcription pattern, displayed by genes with lower transcript levels in S1 but producing significantly higher transcript levels in S3, defines the [-/+] memory response category (Figure 3D). 

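GRMZM2G068519 had 113.6 and 56.5 FPKM in W, 27.4 and 12.1 in S1, and 111.2 and 283.5 in S3. Its log2 fold change was -2.07 in S1 against W (standard error 0.54, adjusted p = 0.0383) and 3.21 in S3 against S1 (standard error 0.54, adjusted p = 0.00344, limma with Benjamini-Hochberg adjustment). The S1 call was lost with the replicate number as a block (adjusted p = 0.0667). GRMZM2G110192 was called only between S3 and S1, by 1.83 log2 units, and its 2 S1 libraries at 17.9 and 29.2 FPKM overlapped those of W at 51.5 and 24.2. GRMZM2G082830 lay at 3.53 and 1.22 FPKM in W and was not called in either step, with log2 fold changes of -1.01 and 0.81 (standard error 0.32).

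**Figure D1:**
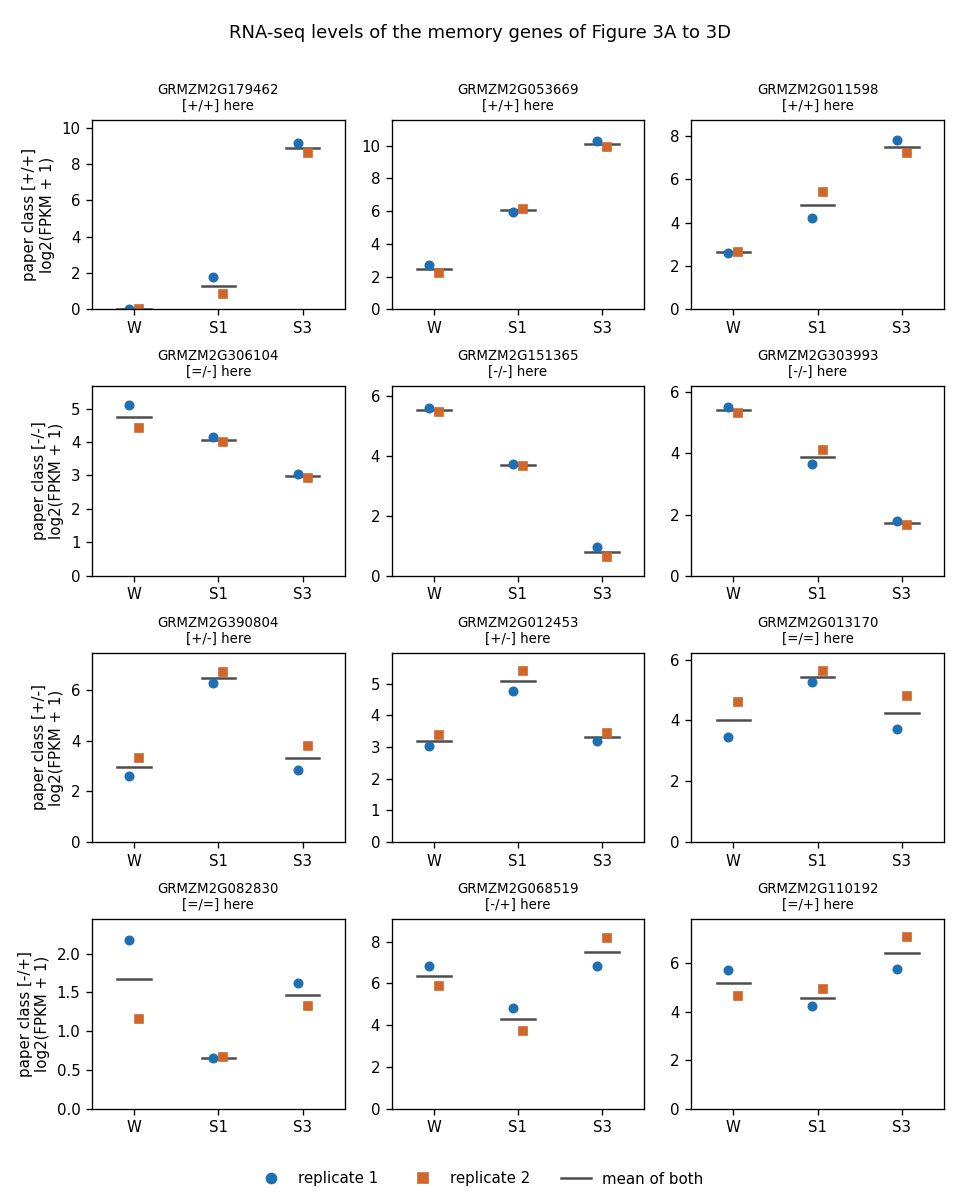
RNA-seq levels of the memory genes of Figure 3A to 3D. The vertical axes give log2(FPKM + 1), circles and squares are replicates 1 and 2 of each condition, bars are the means of both, and each title gives the class found here. The S1 level of GRMZM2G053669 lies between those of W and S3, while the levels of GRMZM2G390804 in W and S3 lie below its S1 level.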

The unique feature of the latter two categories is that these genes ‘revise’ their transcription during a second exposure returning to their pre-stressed levels of transcription. In contrast, non-memory genes produce similar levels of transcripts in S1 and S3, (whether repetitively induced (Figure 3E), or reduced (Figure 3F) in response to each treatment.The distribution of the maize memory genes according to their transcription patterns in S3 (Figure 2A) clearly illustrate the clustering of the transcript levels of the revised response [+/-] and [-/+] memory genes closer to their pre-stressed (W) levels, while the [+/+] and [-/-] memory genes form clusters increasingly separated from the pre-stressed levels and from the levels in S1.

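S3 was compared with W in the same limma fit, which the paper did not test. Of the 531 [+/-] genes, 417 (78.5%) were not called different from W in S3, 86 were higher and 28 lower. Their median log2 fold change of S3 against W was 0.17, with quartiles of -0.17 and 0.70. A gene not called is not shown to be equal to W, and 293 of the 531 genes had a 90% interval that lay within 2-fold of W. For the 36 [-/+] genes the numbers were 28 not called, 7 higher, 1 lower and 20 within 2-fold. Without a fold-change threshold 382 revised-response genes were not different from W, against 445 with it. These levels compare tables scaled in separate runs and bridged through S1. The paper describes these genes as returning to the level before the stress.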

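Of the 1054 non-memory genes, 847 were [+/=] and 207 [-/=]. A 90% interval of the S3 against S1 change within 2-fold was found for 484 (57.1%) of the [+/=] and 143 (69.1%) of the [-/=] genes, and for the others a 2-fold change is not excluded. In the [+/=] class 562 genes (66.4%) had a lower mean in S3 than in S1, with a median log2 fold change of -0.29. These genes were selected for high S1 values, which lowers S3 against S1 by chance, and by how much was not estimated. With a 95% interval 509 non-memory genes lay within 2-fold of S1, against 627.

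GRMZM2G159700 had 54.0 and 55.8 FPKM in S1 and 61.6 and 49.3 in S3, and GRMZM2G026892 38.5 and 35.2 in S1 and 40.7 and 51.1 in S3. For the lowered genes GRMZM2G055973 and GRMZM2G467576, the log2 fold changes of S3 against S1 were 0.32 (adjusted p = 0.174) and 0.90 (adjusted p = 0.0585, limma with Benjamini-Hochberg adjustment).

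Relative to W, the median log2 fold change in S3 was 3.38 for [+/+] and -3.03 for [-/-] genes. That these changes are larger in size than in S1 follows from how the classes are defined. For [+/=] and [-/=] genes the median was 1.38 and -1.33.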

**Figure 3:**
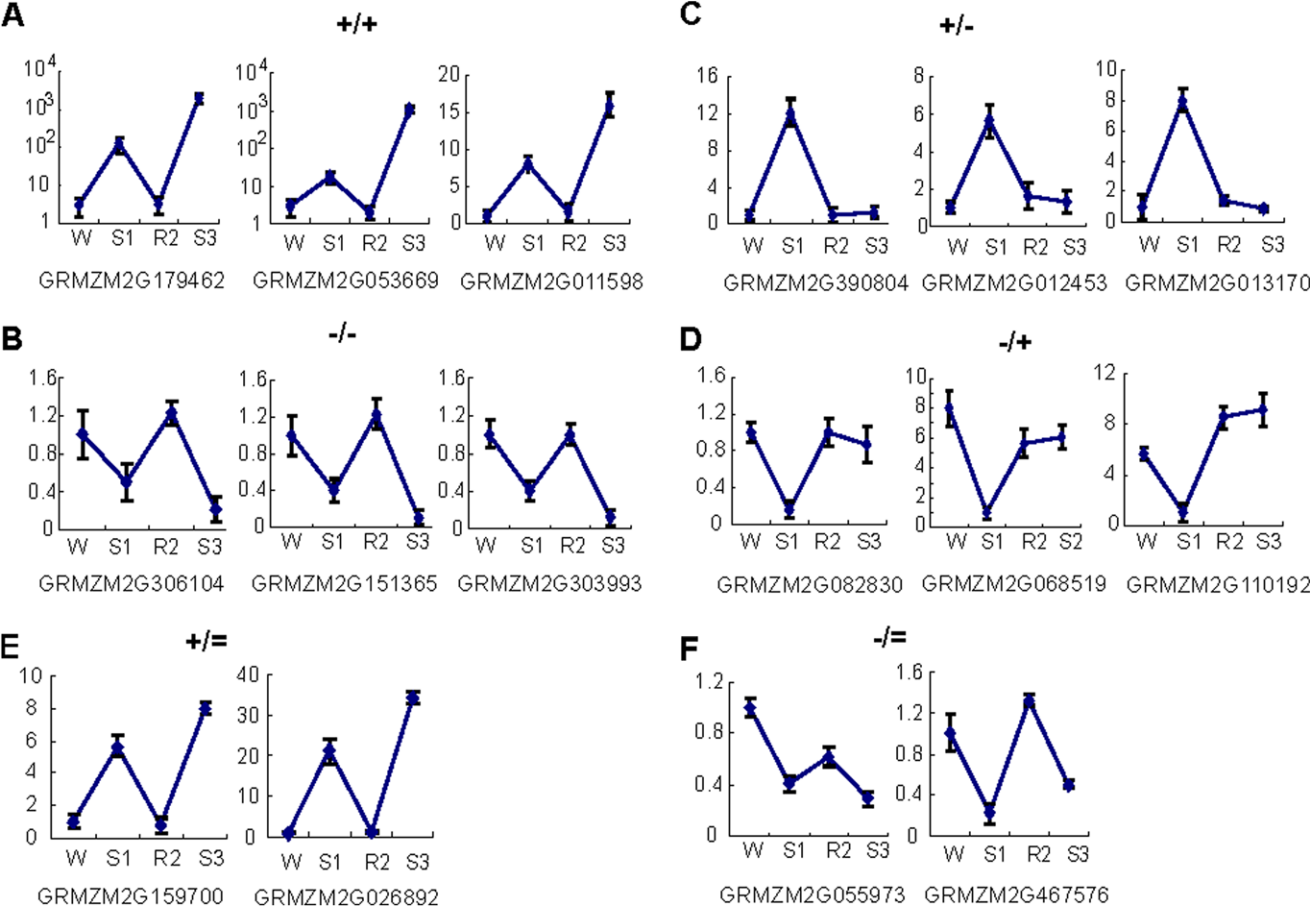
**Transcription patterns of maize dehydration stress responding genes under initial pre-stressed watered (W) conditions, upon the first exposure (S1), during watered recovery (R2), and upon a subsequent stress (S3) measured by real time qRT-PCR. A)** Higher transcript levels in S3 than in S1 produced by [+/+] memory genes: *GRMZM2G179462* encodes a putative low-temperature ABA-induced protein integral to the plasma membrane; *GRMZM2G053669* encodes a putative asparagine synthase; *GRMZM2G011598* encodes a NAC domain protein involved in hypersensitive response; **B)** lower transcripts in S3 than in S1 produced by [-/-] memory genes: *GRMZM2G306104* encodes a putative plastid gene; *GRMZM2G151365* encodes unknown protein; *GRMZM2G303993* encodes putative RNA-helicase; **C)** genes induced in S1 but revising response in S3 [+/-] memory genes: *GRMZM2G390804* encodes a protein with unknown function; *GRMZM2G012453* encodes a putative microtubule organizing protein; *GRMZM2G013170* encodes a putative disease resistance protein from the RPP family; **D)** genes repressed in S1 but regaining activity in R1 and maintaining it in S3 [-/+] memory genes: *GRMZM2G082830* encodes a putative membrane-associated kinase; *GRMZM2G068519* encodes a putative Flavin-binding oxygenase; *GRMZM2G110192* is an *NCED4* homolog; **E)** and **F)** genes repetitiously providing similar transcript amounts during each exposure to the dehydration stress: [+/=] *GRMZM2G159700* and *GRMZM2G026892* encoding a protein of the cupin-superfamily and an unknown protein, respectively. The [-/=] nontrainable genes *GRMZM2G055973* and *GRMZM2G467576* encode putative Zn-finger proteins from the RING family.

About 3,000 genes did not respond to the first stress, remaining at the initial pre-stressed levels but increased, or decreased, transcript levels during the subsequent (S3) stress. These genes annotated as [=/+] and [=/-] classes (included in Table 1 and Additional files 3, 4, 5, 6) are not analyzed further in this study as we focus on memory genes, which, according to our definition, belong in the gene fraction responding to S1.

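Here 2935 genes were called between S3 and S1 but not between S1 and W, 1677 of them higher and 1258 lower in S3. The excess of higher genes depends on the scaling, with 1340 higher and 1445 lower genes after median-of-ratios scaling, 1413 and 1383 after upper-quartile scaling, and 1480 and 1352 after quantile normalization. Their median log2 fold changes of S1 against W were -0.05 for [=/+] and -0.08 for [=/-] genes, and those of S3 against S1 were 1.41 and -1.50. An S1 change that was not called is not an absent one, since 742 of the 2935 had an unadjusted p of at most 0.05 in S1 against W. In the S3 and W comparison 1305 of the [=/+] and 995 of the [=/-] genes were called too.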

### Functional distribution of *Zea mays* memory genes

To establish potential functions encoded by the memory response genes, the maize sequences were searched against annotated gene models for *A. thaliana.* The functional distribution within the memory categories is evaluated according to the Gene Ontology (GO) classification of the *A. thaliana* homologs. With the potential caveat that some genes might be annotated incorrectly in the GO database, maize memory genes were analyzed for their associated with various membranes, transcription regulatory functions, as well as for involvement in other abiotic or hormonally regulated pathways.

### Membrane-associated functions

The largest functional category, displayed by the entire dehydration stress responding maize transcriptome (accounting also for 22-36% of the genes from each memory subgroup) represents plasma and organelle membrane-associated proteins (Table 2; Additional file 6; Figure 4). The genes for membrane-associated functions constitute the largest fraction among the smallest [-/+] memory category (Table 2).

**Table 2:** Distribution of Maize memory-type genes according to GO functions

		**[ +/+ ]**	**[ -/- ]**	**[ +/- ]**	**[ -/+ ]**	**[ +/= ]**	**[ -/= ]**
		**162**	**72**	**533**	**49**	**941**	**305**
**Membrane-associated**^**a**^		42 (26%)^b^	16 (22%)	163 (31%)	18 (37%)	264 (28%)	86 (28%)
		[19%]	[23%]	[29%]	[28%]	[28%]	[23%]
**Chloroplast**		8 (5%)	4 (6%)	23 (4%)	3 (6%)	41 (4%)	15 (5%)
		[3%]	[24%]	[2%]	[5%]	[2%]	[8%]
**Thylakoid membrane**		2 (1%)	2 (3%)	12 (2%)	1 (2%)	12 (1%)	6 (2%)
		[0%]	[17%]	[0.7%]	[2%]	[0%]	[7%]
**RESP. Aba/Salt/Cold/Heat**		47 (29%)	3 (4%)	86 (16%)	4 (8%)	171 (18%)	22 (7%)
		[21%]	[10%]	[25%]	[10%]	[20%]	[7%]
**Response to light**		13 (8%)	2 (3%)	37 (7%)	1 (2%)	43 (5%)	14 (5%)
		[5%]	[8%]	[3%]	[6%]	[3%]	[4%]
**Response to JA**		10 (6%)	1 (1%)	37 (7%)	-	32 (3%)	6 (2%)
		[2%]	[5%]	[14%]	[2%]	[4%]	[2%]
**Response to SA**		7 (4%)	2 (3%)	11 (2%)	1 (2%)	30 (3%)	10 (3%)
		[1%]	[2%]	[5%]	[3%]	[3%]	[1%]
**Response to Auxin**		2 (1%)	-	11 (2%)	-	13 (1%)	2 (0.7%)
		[2%]	[2%]	[4%]	[1%]	[3%]	[2%]
**Response to ethylene**		7 (4%)	-	18 (3%)	1 (2%)	37 (4%)	8 (3%)
		[1%]	[1%]	[6%]	[2%]	[4%]	[1%]
**Response to GA**		3 (2%)	2 (3%)	6 (1%)	-	15 (2%)	8 (3%)
		[1%]	[2%]	[1%]	[1%]	[0%]	[0.7%]
**Lea**		-	-	8 (2%)	-	10 (1%)	-
		[3%]	[ND]	[0%]	[0%]	[0%]	[0%]
**Ribosomal and protein synthesis**		-	-	2 (0%)	2 (4%)	1 (0%)	5 (2%)
		[0%]	[10%]	[0%]	[ND]	[0%]	[5%]
**Protein degradation**		-	-	11 (2%)	1 (2%)	23 (2%)	7 (2%)
		[0%]	[0%]	[1%]	[0%]	[2%]	[0%]
**Transcription factors**		17 (11%)	7 (10%)	57 (11%)	2 (4%)	92 (10%)	27 (9%)
		[8]	[2%]	[7%]	[6%]	[7%]	[4%]
AP2/ERF		-	1 (14%)	17 (30%)	-	17 (19%)	1 (4%)
		[17%]	[17%]	[22%]	[8%]	[12%]	[10%]
bHLH		-	1 (14%)	8 (14%)	-	5 (5%)	3 (11%)
		[7%]	[17%]	[22%]	[8%]	[7%]	[16%]
bZIP		3 (18%)	-	3 (5%)	1 (50%)	10 (11%)	-
		[14%]	[ND]	[5%]	[8%]	[8%]	[1%]
HD-like		1 (6%)	2 (29%)	3 (5%)	-	12 (13%)	4 (15%)
		[10%]	[17%]	[8%]	[12%]	[16%]	[16%]
MYB		1 (6%)	-	3 (5%)	1 (50%)	5 (5%)	3 (11%)
		[14%]	[17%]	[11%]	[12%]	[10%]	[9%]
ZF		1 (6%)	3 (43%)	4 (7%)	-	17 (19%)	13 (48%)
		[10%]	[34%]	[8%]	[44%]	[25%]	[28%]
NAC		8 (47%)	-	4 (7%)	-	9 (10%)	-
		[3%]	[ND]	[10%]	[4%]	[8%]	[1%]
GRAS		-	-	2 (4%)	-	6 (7%)	1 (4%)
		[3%]	[ND]	[3%]	[ND]	[2%]	[6%]
HSF		1 (6%)	-	-	-	2 (2%)	1 (4%)
		[3%]	[ND]	[4%]	[ND]	[2%]	[ND]
CCAAT		1 (6%)	-	1 (2%)	-	-	-
		[10%]	[ND]	[0%]	[ND]	[1%]	[3%]
WRKY		1 (6%)	-	8 (14%)	-	9 (10%)	1 (4%)
		[7%]	[ND]	[7%]	[4%]	[9%]	[4%]

^a)^Membrane-associated include plasma membrane (PM), transmembrane (TM), kinases/receptors/signal transduction, TM transport, porins, and Wall/PM proteins

^b)^Number of genes and percentages (parentheses) per memory group and function are reported, with a comparison to the percentage of genes found in *Arabidopsis thaliana* [square brackets]. Only percentages equal or higher than 0.7 are reported, and higher than 1% are rounded to the nearest integer. For the *Arabidopsis* comparison, 0% means detected but smaller than 0.7%, while ND denotes Not Detected. The specific transcription factor subcategories (AP2/ERF, bZIP, etc.) show percentages based on the overall number of memory genes encoding transcription factors.

**Figure 4:**
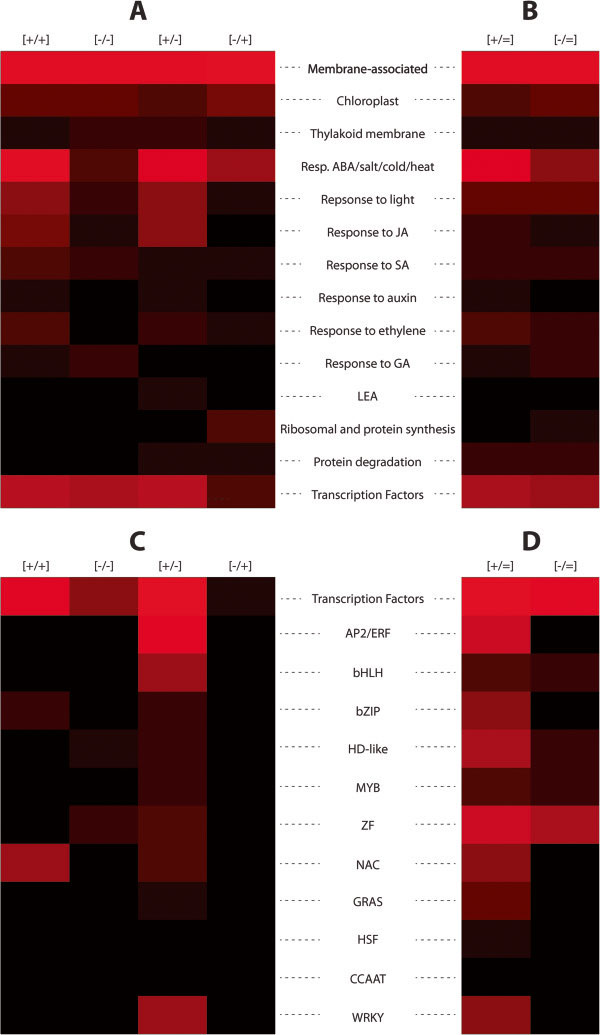
**Heat map illustrating the distribution of maize dehydration stress memory and non-memory classes according to different functional, biological process, and cellular component groups.** Heat maps follow the percentage-wise distributions of genes (Table 2, and Additional file 6) over various groups according to GO categories from the four memory classes **(A)** or the non-memory class **(B)**. Distribution of TFs encoded by memory genes **(C)** and non-memory genes **(D)***in Z. mays*. Pitch-black indicates 0%, and red is a linear increase in brightness to a maximum of 60% recalculated to follow the total number of transcription factor genes in the memory or non-memory categories. The *heatmap* function in MATLAB® was used to generate Figure 4.

Memory genes associated with the thylakoid membrane, however, are low (1–2%) among all four memory categories, as well as among the non-memory genes repetitiously responding to each consecutive stress. It is noted that the highest numbers of genes encoding chloroplast and thylakoid membrane proteins respond to repeated dehydration stresses but not to the first stress (Additional files 5 and 6).

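The gene lists behind this count are held here only in part, so genes were taken by the authors' deposited descriptions instead. These name a photosystem or chlorophyll a-b binding protein for 44 genes, of which 33 were tested. In S1, 1 of the 33 was called, and the median log2 fold change against W was -0.22. From S1 to S3, 19 were called lower and none of the 33 was called higher, and 32 of the 33 lay below W in S3. The median log2 fold change of S3 against W was -1.60, and relative to the median of all genes it was -1.76 without further scaling and -1.26 after quantile normalization. Summed over the family, the FPKM were 68064.6 and 41805 in W, 45737.7 and 46854.6 in S1, and 13654.3 and 20192.9 in S3. A camera test with a preset correlation of 0.01, adjusted over 24 family comparisons, gave adjusted p = 6.67e-09 for S3 against S1 and 1.87e-11 for S3 against W. With fry these were 0.0454 and 0.0325, and with an estimated correlation 0.559 and 0.548, so that with it no family comparison passed. The S1 against W result (adjusted p = 0.0334) did not hold with fry (0.615), nor after upper-quartile scaling (0.062) or quantile normalization (0.186). Without the filter on low values 8 genes of the family were placed in [=/-], against 19.

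The lowest values, picked out after they were seen, belong to GRMZM2G104549 and GRMZM2G120619. GRMZM2G104549 had 1594.2 and 820.6 FPKM in W, 848.6 and 820.5 in S1, and 2.17 and 1.71 in S3. GRMZM2G120619 had 2916.0 and 1478.0 FPKM in W and 7.85 and 18.7 in S3. Chlorophyll a-b binding genes resemble each other, so the authors' counting could have split reads between members.

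**Figure D2:**
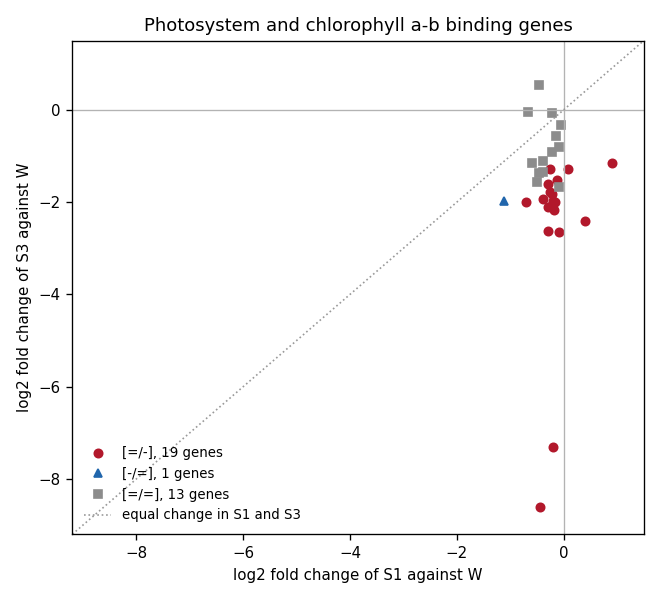
Log2 fold changes of the 33 photosystem and chlorophyll a-b binding genes tested, S1 against W on the horizontal and S3 against W on the vertical axis. Each symbol is a gene, its shape and colour give its class, and the dotted line marks equal change. The 19 [=/-] genes lie below the line, and the 2 lowest are GRMZM2G104549 and GRMZM2G120619.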

Despite their apparently even distribution, however, the membrane-associated proteins of each memory type cluster in distinct subgroups that differ by the nature of the metabolic processes they participate in, the specificity of the porin channels, the types of molecules transferred across membranes, and by the roles played in membrane protection, resistance against pathogens, disease and toxic metals (Additional file 6). For example, 26% of the [+/+] memory genes encode membrane-associated dehydrins, metabolic enzymes for synthesis of protective molecules, i.e., osmolytes, and for transmembrane transport of amino acids, oligopeptides, and carbohydrates; 22% of [-/-] memory genes encode membrane-associated kinases, receptor kinases, and signal transducers responding to light, transmembrane transporters for inorganic phosphate and sucrose; 36% of the [-/+] memory genes encode membrane-associated kinases, components of Ca^2+^- mediated signaling pathways and defense proteins, while 30% of the [+/-] memory genes encode water transport, K^+^ transport/uptake regulators, and a broad spectrum of proteins implicated in resistance to various metals, pathogens, and diseases (for full lists of GO function distribution among the memory types see Additional file 6).

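The [+/+] and [-/-] parts of Additional file 6 list 42 and 16 membrane-associated genes, and all were tested. Each of the 42 [+/+] genes was higher in S1 than in W and higher in S3 than in S1, with median log2 fold changes of 1.53 and 1.49. Of these, 27 were placed in [+/+], 8 in [=/+], 4 in [+/=], and 3 were not called in either step. Each of the 16 [-/-] genes was lower in both steps, with medians of -1.11 and -1.61, and 10 were placed in [-/-]. Adjusted over the list alone, 35 of the 42 genes were called in S1 against W, compared with 31 over all genes tested. The study chose these lists on the same libraries, so the counts are not independent evidence. With a limit of 0.01 on the adjusted p, 14 of the [+/+] and 3 of the [-/-] list kept their class, and the same numbers were found without the filter on low values.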

### Dehydration stress memory genes shared with other abiotic-stress response pathways

Common genes co-regulated by different abiotic stresses or plant hormonal stimuli represent overlapping points between these networks and are considered central in coordinating the transcriptional responses to environmental factors [21-24]. Abscisic acid (ABA) is the key mediator of a large number of abiotic stress response systems [22,25]. About 400 maize ‘cross talk’ genes implicated in ABA, salt, cold, temperature, light responses, were induced and ~50 genes were repressed during the first stress (Additional file 6). Upon subsequent treatments, however, these S1-responding genes provided responses segregating into the six different transcriptional patterns. Most of these genes continued to respond similarly to each stress, represented by ~200 [+/=] and 36 [-/=] non-memory genes. 

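The [+/+] part of Additional file 6 holds 60 entries for ABA, salt, temperature and light responses, which belong to 52 genes, since some genes are entered under several responses. All 52 were higher in S1 than in W and higher in S3 than in S1. The median log2 fold changes were 1.83 and 1.47, and 38 genes were placed in [+/+], 8 in [=/+] and 2 in [+/=]. Adjusted over the list alone, 46 were called in S1 against W, compared with 40 over all genes, on the libraries the list was chosen from. The [-/-] part has 7 entries for 6 genes, all lower in both steps, and 3 of them were placed in [-/-]. Testing all genes above 0 left 24 of the 52 in [+/+].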

Among the memory cross talk genes, there were 60 [+/+] and 5 [-/-] response genes. However, 128 revised response genes (from both [+/-] and [-/+] categories) displayed responses in S3 as in W, virtually ‘cancelling’ the crosstalk with the other response pathways triggered in S1. Of note are the much lower numbers of cross talk genes that have decreased transcription during the first stress (46 [-/-], [-/+] and [-/=] response genes) compared to the number of cross talk genes that displayed increased transcript levels during a first stress (397 [+/+], [+/-] and [+/=]) (Table 2; Figure 4; Additional file 6).

### Dehydration stress memory genes shared with hormonally regulated pathways

Dehydration stress memory responsive genes overlap with genes regulated by hormone signaling pathways, although in much lower numbers than those shared with abiotic stress-responding genes (Table 2; Figure 4; Additional file 6). Most of the shared genes induced in S1 were implicated in ABA, ethylene, JA, and SA-responses, an observation consistent with synergistic interactions between these pathways under drought [21,26,27]. Jasmonate (MJ), considered the most important signal in biotic stress responses and wounding, works both cooperatively and antagonistically with ABA during dehydration stress [28-30]. Our data identified 86 co-regulated genes that altered expression under the first dehydration stress: 79 shared genes increased and seven genes decreased transcription (Table 2; Additional file 6). 

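The 10 [+/+] genes entered under jasmonate in Additional file 6 were higher in each step, with log2 fold changes between 0.93 and 3.28 for S1 against W and between 0.96 and 2.81 for S3 against S1. Of these, 6 were placed in [+/+], 2 in [=/+], 1 in [+/=], and 1 was not called in either step. At an adjusted p limit of 0.01 3 kept the [+/+] class. The single [-/-] gene entered under jasmonate fell by 1.18 in S1 and by 1.08 in S3, and neither fall was called over all genes tested with limma.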

Upon a subsequent exposure, however, these shared genes provided diverse responses: 32 [+/=] and six [-/=] genes continued to produce similar transcript levels, ten produced transcripts at higher [+/+], one at lower [-/-] levels, and 37 genes did not respond. These latter common [+/-] memory dehydration/JA responding genes elevate transcription during the first encounter with the dehydration stress but upon a second exposure are transcribed as in their non-stressed state and, therefore, do not provide a transcriptional response to the subsequent dehydration stresses. Similar segregation of the transcription patterns during repeated exposures to dehydration stress were observed also for genes shared with the other plant hormones (Table 2; Additional file 6; Figure 4).

### Memory genes encoding Transcription Factors (TFs) in *Zea mays*

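Additional file 6 lists 19 transcription factor genes under [+/+] and 7 under [-/-]. The 19 had median log2 fold changes of 1.90 in S1 against W and 1.45 in S3 against S1, and 14 were placed in [+/+]. The 7 had medians of -1.06 and -1.58, and 5 were placed in [-/-]. None of these 7 kept that class when all genes above 0 were tested or at an adjusted p limit of 0.01, although all 7 were lower in S1.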

Only a limited number of TF families are represented by dehydration stress memory genes in *Z. mays,* with a strongly biased distribution among the four memory categories (Table 2; Figure 4; Additional file 6): 83 maize genes (~10% of the maize dehydration stress memory group) encode TFs represented almost exclusively by [+/+] and [+/-] memory genes, while only nine TFs genes were downregulated during the response to the first stress (seven [-/-] and two [-/+] memory genes, Table 2; Additional file 6). 

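The 8 NAC genes that Additional file 6 lists under [+/+] all rose in both steps, with median log2 fold changes of 1.67 in S1 against W and 1.89 in S3 against S1. Of these, 6 were placed in [+/+]. GRMZM2G430849 rose most in S1, from 12.2 and 10.5 FPKM in W to 104.9 and 135.3 in S1, and to 268.9 and 298.3 in S3. GRMZM2G181605 was placed in [=/+] with adjusted p = 0.0547 in S1 against W (limma), and it was [+/+] with only the 4 libraries compared (0.00974) and at a pseudocount of 0.1 (0.0223). GRMZM2G031001 was not called, with adjusted p = 0.0765 and 0.0774 in the 2 steps (limma). The call of GRMZM2G146380 in S1 was lost with the replicate number as a block (adjusted p = 0.0551).

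Families were also taken by the authors' deposited descriptions. Of 12 tested genes described as NAC, 1 was placed in [+/+], 5 in [=/+] and 1 in [+/=]. Of the NAC genes listed as [+/+], this set holds only GRMZM2G430849 and GRMZM2G181605, because the others carry no NAC description. It therefore cannot show how large a part of the NAC family is [+/+]. Of 12 tested genes described as AP2 or ethylene-responsive factors, all had a higher mean in S1 than in W, by 0.05 to 3.88 log2 units, and 7 were called. Of the 12, 3 were placed in [+/-], 4 in [+/=] and 5 in no class. Their camera result in S1 against W was adjusted p = 4.66e-08. It also held under fry (0.00392), but not under camera with an estimated correlation (0.356). Of 19 tested WRKY genes, 1 was placed in [+/-], 5 in [+/=] and 4 in [=/-], and of 3 tested bHLH genes 1 was [+/=]. After upper-quartile scaling 3 WRKY genes were [+/=].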

Most TF families are represented by one to four genes from each memory class except the *NAC* family TF genes, which stand out as a signature [+/+] memory TF family; genes from the *AP2/ERF* (Integrase-type) family, from the *bHLH* and *WRKY* families are found exclusively among the [+/-] memory subgroup. Interestingly, [+/+] memory *NAC* family genes are shared with the ABA, ethylene, JA, SA and abiotic stress responding, while [+/-] *Integrase-type AP2/ERF* family memory genes are shared predominantly with ABA and ethylene, but not the JA and SA, pathways. The *bHLH* and *WRKY* family members are implicated in responses to pathogens, metal ions, JA and SA (Additional file 6).

### Comparing *Zea mays* and *Arabidopsis thaliana* dehydration stress responding genes

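The 1820 genes called between S1 and W here are 4.6% of the 39634 genes listed, 5.9% of the 30955 genes above 0 FPKM in any library and 9.0% of the 20130 genes tested.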

Overall, a total of 39,635 maize genes, of which 2,062 genes (~4.5% of the maize transcriptome) significantly altering transcription in S1 compared to W were identified by RNA-seq transcriptome analyses (Table 1; Additional file 3). By comparison, 6,597 genes among 33,555 genes identified in *A. thaliana* (~20% of its transcriptome) were involved in the first dehydration stress response (Table 1; [9]). The data underscore a remarkable difference in the numbers of genes implicated in the responses to the first dehydration stress at the transcriptional level in the two species, which is also illustrated by the density of the clouds in Figure 2A and Figure 2B.

Other species-specific differences in the transcriptional responses to the first stress were the numbers of *Z. mays* genes induced in S1 outnumbering downregulated genes in a ratio 4:1, while in *A. thaliana* the numbers are comparable (Table 1; [9]). 

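In maize S1 the fit called 4.89 higher genes for each lower gene, that is 83.0% of the calls. The share was 82.4% after median-of-ratios scaling, 73.8% after upper-quartile scaling and 74.6% after quantile normalization. Upper-quartile scaling and quantile normalization shift the median log2 fold change of all genes from -0.014 to -0.129 and -0.121. At a pseudocount of 2 there were 1204 higher and 184 lower genes, and without the fold-change threshold 2272 and 942. Between S3 and S1, 49.9% of the called genes were higher without further scaling, and 43.8% after upper-quartile scaling, 41.3% after median-of-ratios scaling and 45.3% after quantile normalization.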

The paucity of downregulated maize gene in response to the first stress is illustrated in Figure 2A. Furthermore, although a smaller number of genes is implicated in the dehydration response in maize, the 816 genes displaying memory behavior constitute almost 40% of the entire *Z. mays* fraction responding in S1, while memory genes constitute ~30% of the dehydration response fraction of *A. thaliana* (Table 1).

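In maize the memory share of 42.1% came from 766 of 1820 genes. Tested without the filter on low values, 557 of 1410 genes were memory genes, and at a pseudocount of 0.1 it was 983 of 2299. Of the 766 genes, 729 kept their class with the replicate number as a block and 561 at a pseudocount of 2.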

### The memory genes of *Zea mays* and *Arabidopsis thaliana*

One of the main goals of this study was to find out whether transcriptional memory responses were conserved in the two species. Structurally related genes that display the same transcriptional memory in the two species would suggest conservation of memory during the evolution of monocot and eudicot dehydration stress response systems. On the other hand, divergent transcriptional responses by genes encoding similar functions would suggest memory behavior reflecting species-specific responses to repeated exposures to dehydration stress.

A search with the 816 *Z. mays* memory genes against the entire *A. thaliana* genome sequences identified 2,284 homologous sequences (above threshold levels defined in Methods), referred to from hereon, as Arabidopsis homologs. The higher number of *A. thaliana* genes homologous to the *Z. mays* memory genes reflects the fact that more than one family member gene satisfy the sequence similarity threshold (Additional file 4).

Almost half (1,066 genes) of the *A. thaliana* homologs showed no change in transcript levels in S1 and, therefore, do not belong in the general dehydration stress response fraction; about half of the remaining *A. thaliana* homologs (662 genes) respond to dehydration stress but lack memory, while 556 are dehydration stress memory genes in Arabidopsis as well (Figure 5A; Additional file 6).

**Figure 5:**
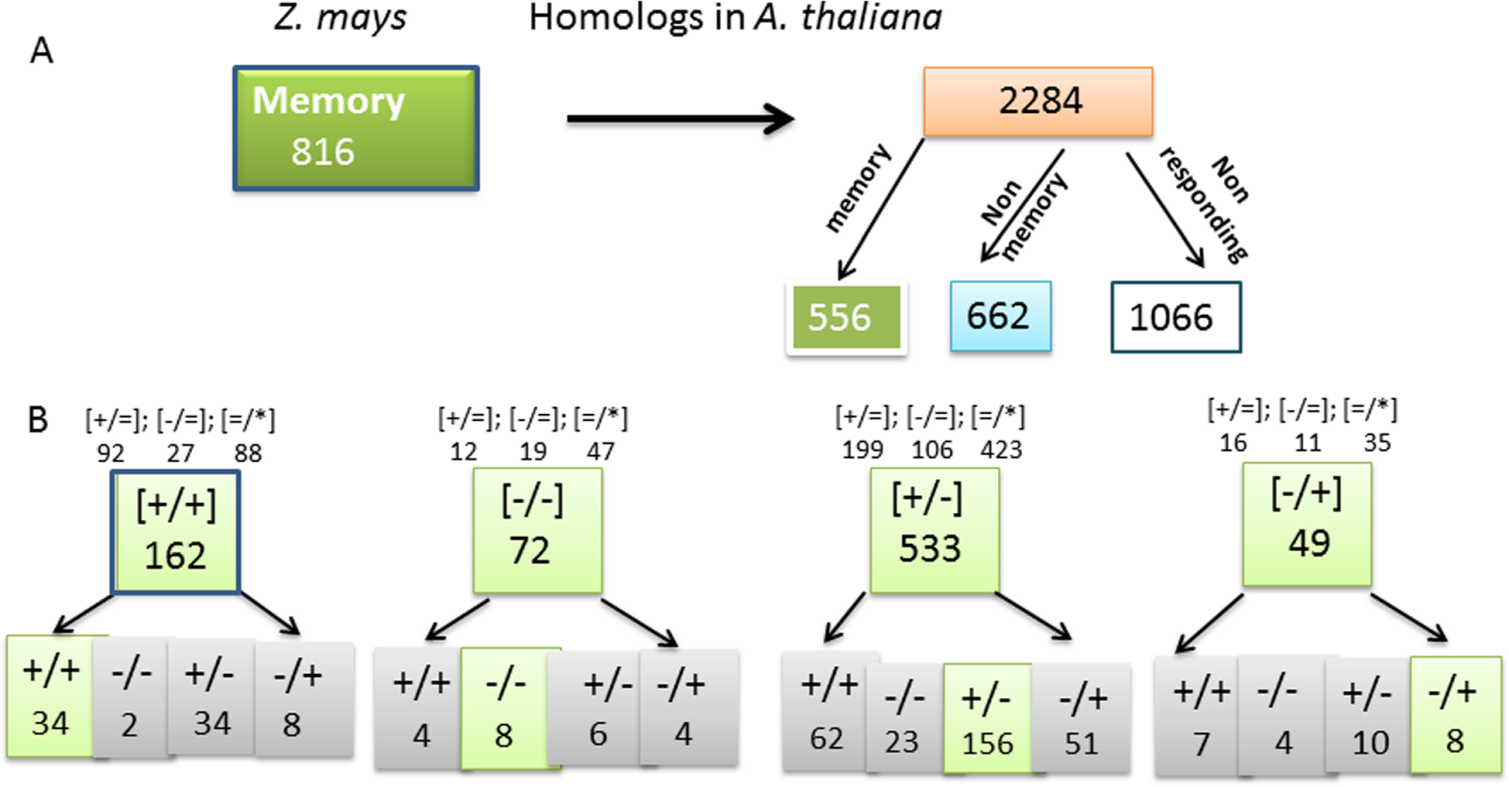
**Distribution of the response patterns to repeated dehydration stress by homologous genes in the two species. A)** Overall maize memory genes and their homologs in Arabidopsis are shown in the larger frames. The numbers of Arabidopsis homologous genes distributed according to the patterns of their responses to repeated dehydration stress are in the smaller frames below. Comparable numbers of the homologs respond to dehydration stress by providing memory or non-memory responses in Arabidopsis. The largest numbers of homologous genes not belonging in the dehydration response category are indicated. Members of gene families homologous to a maize memory gene account for the higher numbers of genes in Arabidopsis. **B)** Distribution of the maize homologs in Arabidopsis according to the memory response type. The numbers of maize genes of a particular memory category are in larger frames. The numbers of respective homologs according to their responses in Arabidopsis are in smaller frames: memory response genes are in shaded brackets (bottom rows); conserved-memory responses are shaded in green; non-memory genes and Arabidopsis homologs that do not respond in S1 (indicated by the =/* sign) are in brackets on top. Multiple members with a gene family responding differently to dehydration stress account for the higher numbers of summed up genes in both species.

Whether the homologs of the *Z. mays* memory genes display similar types of memory responses in *A. thaliana* was investigated next. The *Z. mays* genes from each memory category were compared with the responses of their respective homologs in Arabidopsis (data are from reference [9]). The results from the analysis indicated that the Arabidopsis homologs of the maize memory genes displayed a wide spectrum of responses including conserved and non-conserved memory responses, but homologs that lack memory or were not involved in the first dehydration stress response were the largest categories (Figure 5B; full lists in Additional file 7).

The memory genes of *Z. mays* that have homologs with the same memory-type behavior in *A. thaliana* occur in all four memory response types but differ in the numbers: 34 [+/+], eight [-/-], eight [-/+], and 156 revised response [+/-] maize memory genes have homologs that carry the same transcriptional memories in Arabidopsis (Figure 5B). In addition, homologous genes display memory responses that are of different transcription memory types in the two species (Figure 5B, full lists in Additional file 7). These genes, in addition to being conserved as dehydration stress responding genes in maize and Arabidopsis, have conserved also their ability to provide memory responses to repeated stress. However, the different memory patterns displayed by the homologous genes suggest species-specific diversification of the responses to repeated stress occurring at the transcriptional level during their evolution.

### Functional distribution of *Z. mays* and *A. thaliana* memory genes

Assuming that structurally similar genes in the two species have similar cellular functions, we performed comparative analysis of the functional distribution within the memory categories based on the Gene Ontology (GO) classification of the *A. thaliana* homologs. The numbers of maize genes and their percentages per memory group are reported in Table 2. The percentages per memory group and GO function shown for *A. thaliana* genes are from [9].

Comparison of the cellular functions encoded by the memory genes in the two species revealed some remarkable differences. Although the largest numbers of memory genes encode membrane-bound functions in both species, it is noted that *Z. mays* proteins associated with chloroplast and thylakoid membrane functions are encoded by a very low number of [-/-] memory genes (four chloroplast and two thylakoid membrane genes, respectively), in a stark contrast with the 128 *A. thaliana* [-/-] memory genes implicated in these functions (Table 2, Figure 6). 

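All 4 genes listed as [-/-] under chloroplast fell in both steps, and none was placed in [-/-], because their S1 changes were not called. GRMZM2G133684 had 117.5 and 66.0 FPKM in W, 39.8 and 44.8 in S1, and 6.22 and 17.2 in S3. Its adjusted p in S1 against W was 0.144 (limma), and 0.0356 with only the 4 libraries compared. GRMZM2G092780 changed by -0.87 log2 units in S1 (adjusted p = 0.0256, limma), less than the 2-fold threshold. The log2 fold changes of S1 against W were -0.93 for GRMZM2G087435 and -0.99 for GRMZM2G044247. From S1 to S3 all 4 genes were called lower, by log2 fold changes between -2.34 and -1.19. The thylakoid genes GRMZM2G021256 and GRMZM2G065040 were [-/-], with log2 fold changes of -1.04 and -1.43 in S1 and -2.11 and -1.37 in S3. Both lost their S1 call without the filter on low values (adjusted p = 0.114 and 0.0555).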

*Z. mays* genes implicated in abiotic stress responses and in ribosome organization/protein synthesis, are also represented by much lower numbers of the [-/-] and [-/+] memory genes than in *A. thaliana* (Table 2, Figure 6).

**Figure 6:**
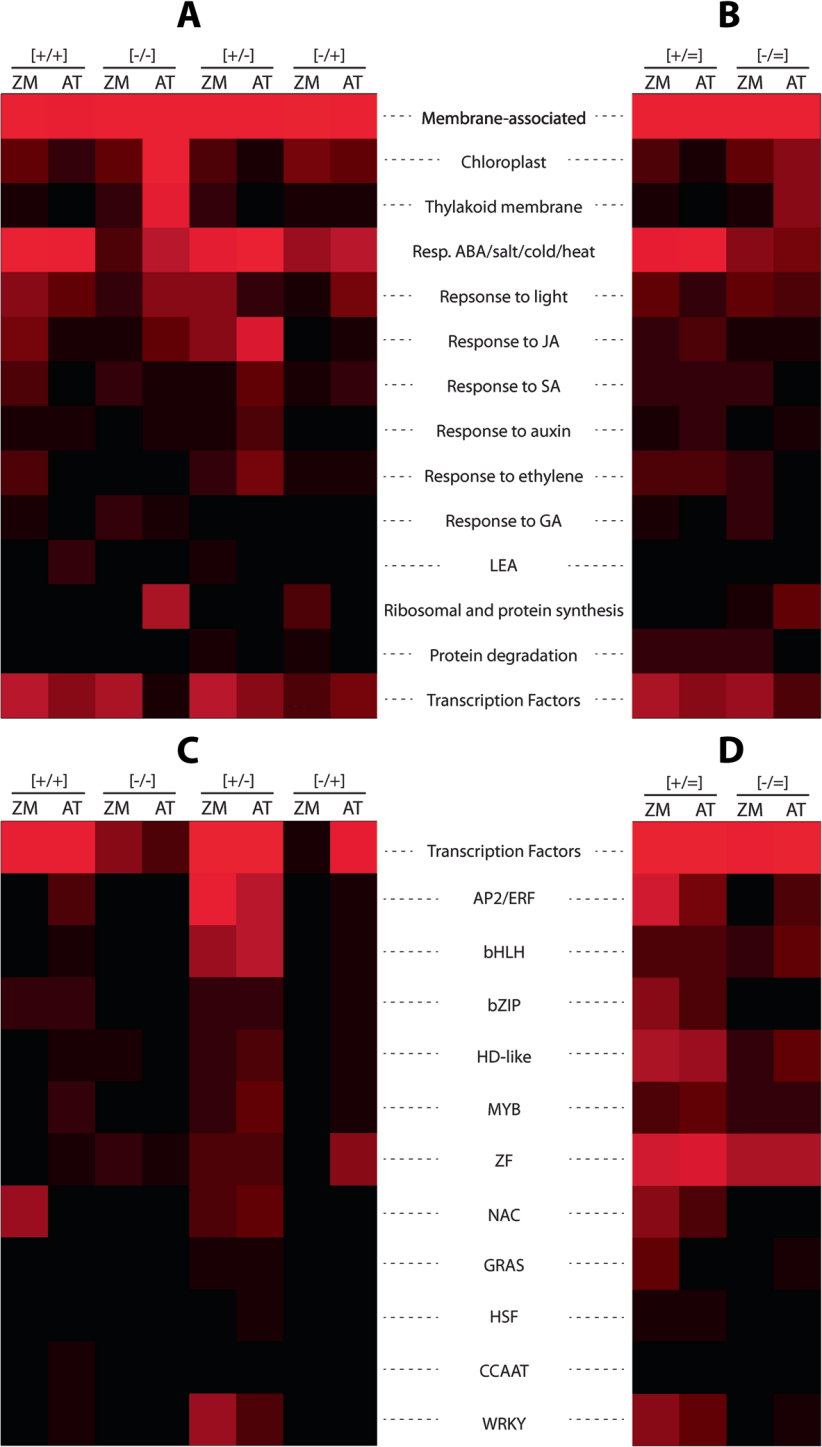
**Pair-wise comparison of *Z. mays *and *A. thaliana *memory and non-memory genes according to different functional, biological process, and cellular component groups.** Heat maps follow the percentage-wise distributions of the genes (Table 2, Additional file 7) over various groups according to GO categories from the four memory classes **(A)** or the non-memory class **(B)** for *Z. mays* (ZM) and *A. thaliana* (AT). Distribution of TFs encoded by memory genes **(C)** and non-memory genes **(D)** in *Z. mays* and *A. thaliana*. Pitch-black indicates 0%, and red is a linear increase in brightness to a maximum of 60% recalculated to follow the total number of transcription factor genes in the memory or non-memory categories. The *heatmap* function in MATLAB® was used to generate Figure 6.

Species-specific distributions of the dehydration stress/JA co-regulated genes among the [+/+] and [+/-] memory genes (Table 2; Figure 6) and the memory genes encoding TFs in *Z. mays* and *A. thaliana* are displayed as well. Although similar percentage (~10%) of memory genes encode TFs, the TF family types and their distribution among the memory categories is species-specific. Given the limited number of TF families represented by 1–3 genes per family in *Z. mays* (Table 2; Additional file 7), the [+/+] memory genes encoding NAC family TFs (amounting to ~50% of all TFs from the [+/+] memory category) and the [+/-] memory genes encoding Integrase-type AP2/ERF family, are standing out as exclusive features of the *Z. mays* TF memory genes. Only two [-/+] memory genes encoding TFs were identified in maize (Additional file 7).

## Discussion

### Biological relevance of *Z. mays* dehydration stress memory genes

The majority of the 816 genes of the transcription memory fraction in *Z. mays* belong in gene families containing other members, which may display diverse memory or non-memory responses. For example, ten maize *PP2C*-class phosphatase genes are strongly induced in S1. Upon repeated treatments, however, three genes (*GRMZM2G159811, GRMZM2G308615, GRMZM5G818101*) elevate transcription further ([+/+] memory genes), two are not induced by the second treatment (the [+/-] memory genes *GRMZM2G465287, GRMZM2G342197*), and five [+/=] genes (*GRMZM2G010855, GRMZM2G059453, GRMZM2G166297, AC208201.3_FG002, GRMZM2G000603*) repetitiously produce transcripts at S1 levels. 

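Of the 10 PP2C genes, 9 were called higher in S1 than in W. GRMZM2G159811 had 0.0653 and 0.0143 FPKM in W, 15.6 and 7.77 in S1, and 49.1 and 63.1 in S3, with a log2 fold change of 2.23 for S3 against S1 (standard error 0.29, adjusted p = 0.00126, limma with Benjamini-Hochberg adjustment). GRMZM5G818101 rose by 1.27 log2 units from S1 to S3 (adjusted p = 0.0176, limma). Without the filter on low values this rise was not called (adjusted p = 0.0581, limma). GRMZM2G308615 rose by 1.01, just past the threshold, and by 0.87 after median-of-ratios scaling and 0.91 after upper-quartile scaling, where it was no longer called. GRMZM2G465287 had log2 fold changes of 1.27 and -1.09 in the 2 steps, and its fall was not called at a pseudocount of 2 (-0.94). GRMZM2G342197 had log2 fold changes of 1.22 and -1.88, with 2.90 and 6.12 FPKM in S1. Its S1 call was lost without the filter on low values (adjusted p = 0.0926, limma), at a pseudocount of 2 (log2 fold change 0.95), at a pseudocount of 0.1 (adjusted p = 0.0557) and at an adjusted p limit of 0.01, each of which places it in [=/-].

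GRMZM2G010855, GRMZM2G059453, GRMZM2G166297 and AC208201.3_FG002 changed from S1 to S3 by 0.35, -0.11, -0.07 and -0.22 log2 units, with standard errors of 0.17, 0.28, 0.32 and 0.17. GRMZM2G000603 lay at 0.515 and 0.831 FPKM in W and 2.23 and 1.92 in S1. Its log2 fold change of 0.88 was below 2-fold on this scale, and at a pseudocount of 0.1 it was 1.52 and called. In S3 it lay at 1.16 and 0.702 FPKM, a log2 fold change against S1 of -0.68 (adjusted p = 0.032, limma). Without the fold-change threshold it was placed in [+/-].

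**Figure D3:**
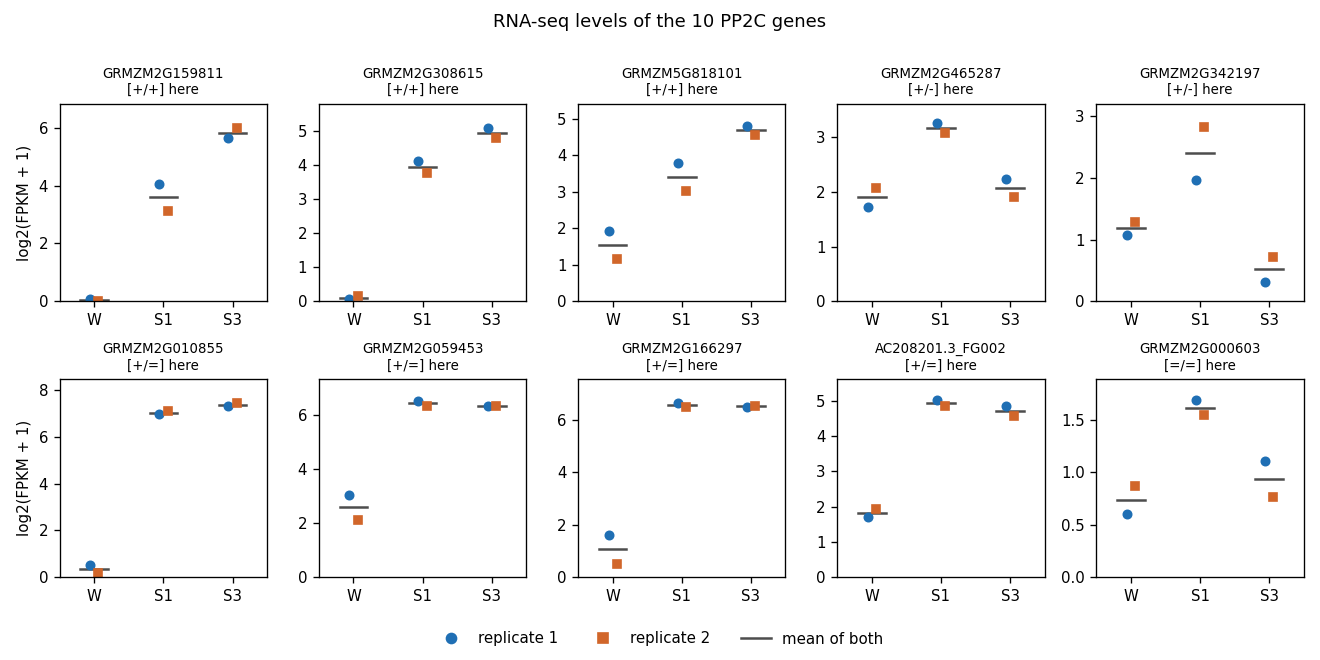
RNA-seq levels of the 10 PP2C genes in W, S1 and S3. The vertical axes give log2(FPKM + 1), circles and squares are replicates 1 and 2, bars are the means of both, and titles give the class found here. The S3 libraries of GRMZM2G159811 lie above its S1 libraries, and those of GRMZM2G342197 lie below.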

As PP2C phosphatases are essential in the ABA mediated signaling [31-33], the transcriptional responses of individual *PP2C* genes under repeated exposures is likely to affect specifically and differently the behavior of the ABA-signaling and other overlapping networks during multiple encounters with dehydration stress.

Presumably, the behavior of dehydration memory genes allows plants to modulate their transcriptional responses during repeated stresses to improve survival. Increased transcripts from [+/+] memory genes encoding protective functions (dehydrins, heat shock proteins, chaperones) and diverse metabolic enzymes involved in detoxification, in the synthesis of osmolytes and membrane-protecting lipids are consistent with the general strategy employed by plants during stress [31]. In addition, maintenance/re-adjustment of cellular homeostasis and of the interactions between dehydration and other stress/hormone regulated pathways are considered critical for the survival [6,31,32]. It is logical to consider the biological relevance of [-/+] and [+/-] memory genes in this context, as suggested by the large numbers of metabolic functions encoded by revised response memory genes (Additional file 6). After returning close to pre-stressed levels in S3, [+/-] and [-/+] memory genes implicated in various metabolic process may play roles in re-setting cellular metabolism, photosynthesis and energy balance to adjust to the new conditions.

Membrane-associated genes regulating osmotic pressure, water balance, and wall modifications are important in plants’ stress responses and environmental adaptation [33]. Genes encoding membrane-associated functions are encoded by all four memory categories in maize. Importantly, the distribution by the nature of membrane function among the memory types is specific. Thus, membrane-associated proteins with protective functions (dehydrins) or for the synthesis of osmolytes are encoded by [+/+] memory genes (see further below), membrane-associated kinases, receptor kinases, and signal transducers responding to light, transmembrane transporters for inorganic phosphate and sucrose are encoded by [-/-] and [-/+] memory genes, while [+/-] memory genes encode water transport, ion transport/uptake regulators, and proteins implicated in resistance to various metals, pathogens, and diseases (for full lists of GO function distribution among the memory types see Additional file 6).

We note also the [+/-] memory genes co-regulated with other abiotic stresses or hormonally regulated pathways. These transcriptional patterns revealed a much higher level of complexity of the interactions between these signaling pathways than displayed during a single dehydration stress. By altering transcription, shared memory genes are likely to affect the crosstalk during subsequent stresses. Thus, shared [+/+] memory genes are producing more, [-/-] memory genes are producing fewer transcripts, while revised-response memory genes return transcripts closer to their initial (W) levels. Consequently, the crosstalk between dehydration and other stress response/signaling pathways will be different under repeated dehydration stresses from the crosstalk occurring during the first encounter. The crosstalk will be different also from the crosstalk of shared non-memory [+/=], [-/=] genes, which provide similar interactions during each stress (Table 2, Additional file 6). These modified responses may help the plant spare its resources when enduring repeated dehydration stress [6,34].

### Functions encoded by conserved memory genes in *Z. mays* and *A. thaliana*

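The dehydrin gene GRMZM2G079440 had 0.674 and 0.434 FPKM in W, 19.7 and 8.61 in S1, and 121.6 and 186.3 in S3. Its log2 fold changes were 3.19 and 3.42 in the 2 steps (standard error 0.36, adjusted p = 0.00122 and 0.000533, limma with Benjamini-Hochberg adjustment). GRMZM5G851862, GRMZM2G059836 and GRMZM2G088396 were also [+/+], with log2 fold changes of S3 against S1 of 1.62, 1.76 and 2.82, and each lost its S1 call without the filter on low values. GRMZM2G126505 was called only from S1 to S3, and its S1 libraries lay apart at 14.3 and 3.62 FPKM, against 2.91 and 2.99 in W. GRMZM2G028535 was not called in either step. Its S3 libraries lay at 4.39 and 43.9 FPKM, and without replicate 2 of S3 its log2 fold change of S3 against S1 was -0.48 in place of 1.05.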

Homologous genes with conserved [+/+] and [+/-] memory behavior in the two species encode proteins with cell protective functions and proteins implicated in readjustment of the metabolism: in *Z. mays*, [+/+] memory genes encode the dehydrin GRMZM2G079440, related to RAB18 and XERO1 in *A. thaliana*; cytochromes GRMZM5G851862 and GRMZM2G126505, involved in ABA metabolism and signaling are related to CYP76C2 and CYP707A3, respectively; enzymes for the biosynthesis of proline (GRMZM2G028535, homologous to P5CS1), for detoxification (GRMZM2G059836, GRMZM2G088396), and for TFs involved in regulation of various shared stress responding pathways (specific functions of all homologs according to a memory category are in Additional File 7). Conserved [+/-] memory homologs are implicated in hormone-regulated pathways (JA-signaling, in particular), encode TFs (predominantly from the AP2/ERF family), and diverse metabolic functions (Additional file 7). The function of 36 homologous [+/-] memory genes in Arabidopsis is unknown.

The species-specific distributions of the memory genes encoding TFs in *Z. mays* and *A. thaliana* are noted. Although similar percentages (~10%) of memory genes encode TFs in the two species, about half of the maize TF memory genes encode NAC family members, 30% encode Integrase-type AP2/ERF family members and 14% encode factors from the WRKY family (Table 2; Figure 6C). The representation of these family members among the memory genes of *A. thaliana* is remarkably different (see numbers in square brackets in Table 2). Revealing the roles of the dehydration memory transcription factor genes in the memory behavior of dependent genes will be of paramount significance for understanding the molecular mechanisms regulating transcriptional memory. It is emphasized, however, that the memory behavior of a TF does not necessarily determine the memory behavior of all of its targets even when the TF binds directly to the gene’s promoter. For example, the memory pattern of the *A. thaliana MYC2* gene is responsible for the transcriptional memory behavior of only a specific subset of the MYC2-dependent genes, while *RD22*, a marker MYC2-regulated gene [35], displays in S2 a response different from the memory response of MYC2 [36]. Therefore, the transcriptional behavior of a TF cannot be used to explain, or predict, the transcriptional behavior under repeated stresses of its target genes. Diverse and gene-specific mechanisms regulate transcription memory behavior of dehydration stress genes even for genes belonging in the same memory category [37].

Homologous proteins with similar protective/re-adjusting functions encoded by memory genes in one species may be encoded by genes that display non-conserved responses in the other. For example, in Arabidopsis the lipid transfer proteins (LTP2, LTP3, LTP4) and LEA proteins (implicated in protecting cell membrane structure, fluidity, and ion balance [34,38,39] are encoded by some of the most highly superinduced [+/+] memory genes; however, in maize, six LEA proteins are encoded by [+/-] memory genes, while the gene for GRMZM2G010868, homologous to LTP2/3/4 proteins, does not respond to the stress in S1; reciprocally, the maize [+/+] memory gene encoding a putative cold and salt responsive protein (GRMZM2G179462) implicated in ABA/abiotic stress responses has four gene homologs in the RCI2A family, all of which show non-memory (+/=) responses in Arabidopsis (Table 2; Figure 6; Additional file 7).

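GRMZM2G010868 had 16.5 and 9.91 FPKM in W, 25.2 and 14.4 in S1, and 44.4 and 87.1 in S3. Its log2 fold change was 0.54 in S1 against W (standard error 0.39, adjusted p = 0.386) and 1.65 in S3 against S1 (standard error 0.39, adjusted p = 0.0135, limma with Benjamini-Hochberg adjustment), which placed it in [=/+]. The paper's text does not name its LEA genes, and its Table 2 gives 8 as [+/-]. Additional file 6, held in part, names 5 under [+/-], which were looked up after the other values had been seen. GRMZM2G412436, GRMZM2G045664, GRMZM2G146004, GRMZM2G152781 and GRMZM2G472248 had log2 fold changes of 2.19, 2.92, 1.75, 1.21 and 3.62 in S1 against W, and of -1.69, -1.52, -4.01, -1.50 and -3.34 in S3 against S1. Each was placed in [+/-] (adjusted p at most 0.00924 and 0.00241 in the 2 steps, limma with Benjamini-Hochberg adjustment). The authors' deposited descriptions name 6 other genes as late embryogenesis abundant, of which 2 passed the filter on low values and neither was called in S1 or S3. GRMZM2G179462 had the largest log2 fold change of S3 against S1 among the [+/+] genes whose libraries did not overlap, 7.58 (standard error 0.31).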

We suggest that structurally related homologous genes that display non-conserved memory responses indicate species-specific features reflecting divergence of the roles played by homologous proteins in the two species. Thus, seven genes involved in JA-signaling (the *JAZ* genes) and JA-responding genes have conserved [+/-] memory responses in both maize and Arabidopsis (Additional file 7). However, the *AOC* (allene oxide cyclase) genes critical for the biosynthesis of JA display [+/-] memory responses only in Arabidopsis; there are four *AOC* genes in maize, but only one provides a weak [+/=] non-memory response and three are not affected, suggesting a different crosstalk with the JA-pathway during dehydration stress in the two species.

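The authors' deposited descriptions name 1 gene as an allene oxide cyclase, GRMZM2G077316. It had 3.96 and 4.12 FPKM in W, 13.1 and 8.51 in S1, and 8.40 and 7.05 in S3. Its log2 fold change was 1.20 in S1 against W (standard error 0.21, adjusted p = 0.00945) and -0.41 in S3 against S1 (standard error 0.21, adjusted p = 0.169, limma with Benjamini-Hochberg adjustment), which placed it in [+/=]. The other maize genes the paper counts are not named in the text and carry no such description, so they were not looked at.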

### Evolution of the transcriptional memory

The highly sensitive RNA-seq transcriptome analyses allowed identification of genes that function similarly in the two lineages as well as genes that function in species-specific ways. By modifying their transcriptional responses, the memory genes are likely to finely tune synthesis of protective cellular functions, to modify interactions with other signaling networks, and to re-adjust physiological processes under repeated cycles of dehydration stress. Of particular note is that some homologs of the maize memory genes behave as memory genes in Arabidopsis but display different transcriptional response patterns (Figure 5B; Additional file 7). Thereby, although some evolutionarily conserved genes involved in dehydration stress response have been conserved as memory genes in the two species, they belong in different memory response categories. This may reflect specific tuning and adjusting of cellular functions employed by a C4 monocot and a C3 eudicot plant in response to repeated dehydration stresses.

The most dramatic differences between the maize and Arabidopsis memory responses to multiple dehydration stresses are displayed by the [-/-] and [-/+] memory genes. Thus, only eight [-/-] genes and eight [-/+] genes in maize have homologs with the same memory responses in Arabidopsis (Figure 5B; Additional file 7). In a stark contrast with the large number of chloroplast and thylakoid membrane [-/-] memory genes in Arabidopsis, only four chloroplast and two thylakoid membrane genes display [-/-] memory genes in maize and none of the conserved [-/-] or [-/+] memory genes between the two species encodes a chloroplast/thylakoid membrane-related function (Table 2; Figure 6; Additional files 6 and 7). Together, these memory responses by the homologous genes of maize and Arabidopsis suggest significant differences in photosynthetic and related metabolic functions employed by two species (with C4 and C3 photosynthetic pathways, respectively) when experiencing repeated dehydration stresses.

## Conclusions

The most important result of this study is the evidence that a monocot and a dicot plant display dehydration stress memory and modify their transcriptional responses by similar transcriptional memory patterns. The RNA-Seq transcriptome analyses allowed identification of genes that function similarly in the two lineages, as well as genes that function in species-specific ways. The four memory transcription patterns indicate that the transcriptional behavior of dehydration stress responding genes under repeated stresses is more complicated than the behavior involved in a single dehydration stress, suggesting that dehydration stress memory is a complex phenotype resulting from coordinated responses of multiple signaling pathways. Despite evidence of conservation between the two lineages in terms of the presence of dehydration stress-responding genes, species-specific differences in the transcriptional responses were found. *First,* the number of *Z. mays* genes involved in the general (S1) dehydration stress responses (~4.5% of the maize transcriptome) is significantly lower than in Arabidopsis (~20% of its transcriptome). *Second,* induced maize genes outnumber repressed in a ratio 4:1, while in *A. thaliana* the numbers are comparable. *Third*, the memory genes in maize constitute almost 40% of the overall dehydration responding fraction, while in Arabidopsis the memory genes are about 30%, despite the much smaller number of maize genes implicated in the dehydration response than in Arabidopsis. *Fourth*, conserved homologous genes in the two species that display transcriptional memory but in different memory categories illustrate specific modifications of the memory responses during the evolution of the response systems under repeated dehydration stress occurrences. The results contribute to our current knowledge of how plants respond to multiple dehydration stresses and provide a reference platform for studies of the transcriptional responses to water deficit by monocot and eudicot plants.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LV, YD, and NL performed experiments. J-JR performed bioinformatics analyses. MF and ZA conceived the study and interpreted results. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Distribution of raw and mapped reads over samples and replicates. Click here for file

Additional file 2 Primers used in the qRT-PCR experiments. Click here for file

Additional file 3 **Full list of *Z. mays *** **genes identified on *A. thaliana *** **genes as models.** Click here for file

Additional file 4 **Transcript abundances displayed by the memory genes from the four memory categories and for the induced and repressed non-memory genes of *Z. mays.***
Click here for file

Additional file 5 Table of [=/+] and [=/-] response genes according to GO function. Click here for file

Additional file 6 Distribution of memory and non-memory genes according to selected GO categories. Click here for file

Additional file 7 ***Z. mays *** **memory genes and their homologs in *A. thaliana.***
Click here for file

# Supplementary material for: Dehydration stress memory genes of Zea mays; comparison with Arabidopsis thaliana
**Source:** BMC Plant Biol. 2014 May 22;14:141. doi: 10.1186/1471-2229-14-141
**Supplement:** Additional file 5 — Table of [=/+] and [=/-] response genes according to GO function.

**Supplementary Table 5** Distribution of Maize Late-response genes according to GO functions

|  | | [ =/+ ] 1678 | [=/-] 1246 |
| --- | --- | --- | --- |
| Membrane-associated^a^ | | 489 (29%)^b^ [23%] | 269 (22%) [26%] |
| Chloroplast | | 77 (5%) [3%] | 156 (13%) [15%] |
| Thylakoid membrane | | 30 (2%) [1%] | 124 (10%) [4%] |
| resp. ABA/salt/cold/heat | | 157 (9%) [14%] | 86 (7%) [16%] |
| Response to light | | 60 (4%) [6%] | 54 (4%) [5%] |
| Response to JA | | 34 (2%) [1%] | 25 (2%) [4%] |
| Response to SA | | 35 (2%) [1%] | 27 (2%) [2%] |
| Response to auxin | | 16 (1%) [1%] | 12 (1%) [2%] |
| Response to ethylene | | 33 (2%) [2%] | 21 (2%) [1%] |
| Response to GA | | 23 (1%) [1%] | 20 (2%) [1%] |
| LEA | | 9 (0%) [0.7%] | 2 (0%) [ND] |
| RiBOsomal and protein synthesis | | 11 (0%) [0%] | 33 (3%) [5%] |
| Protein degradation | | 25 (1%)  [1%] | 17 (1%) [0.9%] |
| Transcription Factors | | 117 (7%) [2%] | 67 (5%) [4%] |
|  | AP2/ERF | 10 (9%) [2%] | 3 (5%) [14%] |
|  | bHLH | 18 (15%)  [10%] | 13 (19%) [ND] |
|  | bZIP | 22 (19%)  [6%] | 4 (6%) [ND] |
|  | HD-like | 12 (10%)  [16%] | 8 (12%) [14%] |
|  | MYB | 13 (11%)  [20%] | 7 (10%) [18%] |
|  | ZF | 29 (25%) [24%] | 22 (33%) [18%] |
|  | NAC | 8 (7%) [6%] | 1 (2%) [ND] |
|  | GRAS | - [2%] | 1 (2%) [9%] |
|  | HSF | 1 (1%) [4%] | 1 (2%) [5%] |
|  | CCAAT | 2 (2%) [4%] | 1 (2%) [ND] |
|  | WRKY | 2 (2%) [2%] | 6 (9%) [5%] |

^A)^ Membrane-associated include transmembrane (TM), kinases/receptors/signal transduction, TM transport, porins, and Wall/PM.

^b)^Number of genes and percentages (parentheses) per memory group and function are reported, with a comparison to the percentage of genes found in *Arabidopsis thaliana* [square brackets]. Only percentages equal or higher than 0.7 are reported, and higher than 1% are rounded to the nearest integer. For the *Arabidopsis* comparison, 0% means detected but smaller than 0.7%, while ND denotes Not Detected. The transcription factor (AP2/ERF, bZIP, etc) subcategories show percentages based on the main transcription factor category.

How the deposited data were processed for this re-analysis (not part of the article)

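RNA was sequenced from leaves of B73 maize seedlings that were watered (W), dehydrated once (S1) or dehydrated 3 times (S3), with 2 biological replicates per condition. Conditions and replicate numbers were taken from the sample labels and the paper, and all 6 libraries were used.

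The authors aligned reads of 75 bases (replicate 1) or 76 bases (replicate 2) to the B73 RefGen_v2 genome with bowtie and tophat and computed expression with cuffdiff on the gene models of the Filtered Gene Set. For each library the authors deposited one FPKM value per gene. The authors' deposited table gives, for each condition, an FPKM value over both replicates, and for S1 against W and S3 against S1 a log2 fold change and a q-value from cuffdiff. The values of the W and S1 libraries come from the cuffdiff run on W and S1, and those of S3 from the run on S1 and S3. The ratio of the S1 library mean to the S1 value of the deposited table was within 0.5% of its median for 91.1% of genes, which shows that the table took S1 from the other run, so the S3 libraries were multiplied by that median, 0.9933. The paper states 39635 genes and the files list 39634. Additional file 2 gives the aligned reads per library. FPKM keep no counts, so no count-based limit of detection is given.

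The design written before the data were examined assumed counts and a test for counts. The files hold FPKM, so limma was used instead, on log2(FPKM + 1), with lmFit, eBayes with a mean-variance trend and Benjamini-Hochberg adjustment, in a fit of all 6 libraries with a mean per condition. Genes with at least 1 FPKM in at least 2 libraries entered, 20130 of 39634. The thresholds were those of the paper, an adjusted p of at most 0.05, a log2 fold change of at least 1 in size, and at least one condition above the 25th percentile of FPKM, which was 0.165 in W, 0.183 in S1 and 0.199 in S3. This percentile was taken over genes above 0 in any library. For the authors' deposited table it was taken over all listed genes, which lowers it. The filter already removes every gene that the third criterion would. The classes combine the S1 against W and the S3 against S1 calls. A value of exactly 0 is described as listed at 0 and gets no fold change. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

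Replicate numbers mark the read length, according to the paper, and so a shared sequencing set-up. The deviations of same-numbered replicates from their condition means had a correlation across genes of 0.14 for W and S1, -0.09 for W and S3 and 0.06 for S1 and S3. A fit with the replicate number as a block called 1784 genes in S1 against W, compared with 1820. Its value is given where it changed the call of a named gene, but not for each list.

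The model was tested on simulated data with 20130 genes, of which 200 well-expressed genes were changed by 2 log2 units. It recovered 100% of these large changes and called 5 unchanged genes in S1 against W. This says nothing of smaller changes or of genes with low FPKM.

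Named genes were chosen by a rule set before the data were examined: the maize genes the paper names, the NAC genes listed as [+/+] and the chloroplast and thylakoid genes listed as [-/-] in Additional file 6, and in each memory class the 3 genes with the largest change of S3 against S1 among those whose libraries do not overlap in either step. This gave 57 genes. The other genes named are the 1 described as an allene oxide cyclase, a gene related to GRMZM2G306345, and genes marked as chosen or looked up after values were seen. Only the [+/+] and [-/-] parts of Additional file 6 were complete in the copy used, and the other parts and Additional file 3 were shortened, so no test was run on them. Gene names in the files are model identifiers, and 18773 of them matched a synonym in a RefSeq gene table, which was used for names only.

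Gene families were taken from the authors' deposited descriptions by words fixed before the data were examined, but those did not state whether case counts. Descriptions were first matched in any case, and acronyms were then required in capitals, after the first matches and their results had been seen. In any case, the letters for NAC also matched dynamin, nicotianamine and cinnamoyl genes (33 genes in place of 18), and those for JAZ matched 2 potassium channels named as rectifying and no other gene, so that no JAZ family was tested. No description is given for 19801 genes. Families of at least 3 tested genes were tested with camera on the log2 values, without the weights for counts that the design had named, and medians are given for the others.

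Alternatives set before the data were examined were another scaling (upper quartile or median of ratios), another filter, no fold-change threshold, an adjusted p of at most 0.01, the third criterion left out, only the 4 libraries compared in a fit, the replicate block, a pseudocount of 2, each library left out, other intervals and regressions, and other family tests. A pseudocount of 0.1, no mean-variance trend, quantile normalization, S3 as deposited, the regression of replicate 1 on replicate 2 and family words in any case were added after the files had been seen. Trial fits with several of these were seen before the final calculation was written, while the main settings were kept as first chosen.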

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

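The tests on photosystem genes in this part were chosen after the result was seen, and those on the number of genes before it.

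The comparison of S3 with W, which the paper did not test, called 4424 genes with limma, 2673 higher and 1751 lower, more than the 1820 called between S1 and W. Of the 4424, 3396 were not called between S1 and W. The share of higher genes depends on the scaling: it was 60.4% without further scaling, 47.8% after upper-quartile scaling, 52.0% after median-of-ratios scaling and 49.3% after quantile normalization. Without further scaling, the median log2 fold change of all tested genes was 0.158 for S3 against W and 0.114 for S3 against S1, and median-of-ratios scaling moved these to 0.027 and -0.008. The S3 values were scaled in a separate cuffdiff run, but with median-of-ratios scaling over all 6 libraries 4209 genes still differed between S3 and W, and 1803 between S1 and W. A single deviating S3 library also fails to account for it, since the S3 libraries on their own had 4766 and 4437 genes past 2-fold of the W mean, compared with 2049 and 2158 for the S1 libraries. Repeated stress may therefore change more genes than a first stress, as a hypothesis. The plants' age and time of sampling were not tested and remain open, because no watered control of the age of S3 was among the libraries.

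Among the genes that changed only in S3, which the paper set aside, 19 of the 33 tested photosystem and chlorophyll a-b binding genes were lower in S3 than in S1. Reads moved between described members of similar length would leave the sum over the family about in place. The summed FPKM had a log2 ratio of S3 to W of -1.70, with -2.01 and -1.44 in the single S3 libraries. Reads assigned to paralogs without a description would lower this sum, so sharing with them is not excluded. The scaling of the S3 libraries does not account for the fall, since after quantile normalization the family's median log2 fold change less that of all genes was -1.26. The W libraries differed from each other, with 68064.6 and 41805 FPKM summed over the family, and both lay above the S3 sums of 13654.3 and 20192.9. A lower expression of these genes after repeated stress is one candidate explanation. The age of the plants and the hour of sampling, on which these genes could also depend, were not tested. The family result rests on camera with a preset correlation and on fry, and with an estimated correlation the adjusted p for S3 against W was 0.548.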

How the results depend on the processing

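The cause of the changes below was not tested, unless the alternative itself fixes it (fewer or more genes tested, a stricter or looser limit). All fits are limma with Benjamini-Hochberg adjustment.

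Without the fold-change threshold the number of genes called in each comparison rose by construction, while the number in a class can also fall. There were 3214 genes in S1 against W (2272 higher, 942 lower), 7467 in S3 against S1 (4384 and 3083) and 8268 in S3 against W (5270 and 2998). The classes then held 282 [+/+], 195 [-/-], 932 [+/-], 223 [-/+], 524 [-/=], 3879 [=/+] and 1956 [=/-] genes, with 1632 memory, 1582 non-memory and 5835 late-response genes, and 1356 non-memory genes within 2-fold. The median S3 against W changes became 2.65 in [+/+], -2.15 in [-/-], 1.02 in [+/=] and -0.82 in [-/=]. The [-/-] crosstalk list then had 5 genes in its class and the [-/-] chloroplast list 1. By family there were 2 NAC genes in [+/+], 5 AP2/ERF genes in [+/-] and 2 in [+/=], 2 WRKY genes in [+/-] and 0 bHLH genes in [+/=].

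At an adjusted p of at most 0.01 there were 155 lower genes in S1 against W, 71 [+/+], 22 [-/-], 12 [-/+] and 121 [-/=] genes and 490 memory genes. The median S3 against W change was -1.52 in [-/=], and in [-/+] it reversed to -0.01. The lists kept 14 [+/+] and 3 [-/-] membrane genes, 22 [+/+] crosstalk genes, 3 [+/+] jasmonate genes, 0 [-/-] transcription factors and 0 [-/-] thylakoid genes. The photosystem family had 11 [=/-] genes and the WRKY family 2 [+/=] genes.

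With all genes above 0 in any library there were 189 lower genes in S1 against W, 83 [+/+], 27 [-/-] and 20 [-/+] genes. The lists kept 14 [+/+] and 3 [-/-] membrane genes, 24 [+/+] crosstalk genes, 0 [-/-] transcription factors and 0 [-/-] thylakoid genes, and the families 8 [=/-] photosystem and 3 [+/=] WRKY genes. The camera adjusted p was 0.106 for photosystem genes in S1 against W, 0.0707 for WRKY in S3 against S1 and 0.0351 for PP2C in S3 against W. The direction reversed for PP2C in S3 against S1 (0.89) and WRKY in S3 against W (0.797), neither called in any direction.

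At a pseudocount of 2 there were 184 lower genes in S1 against W, 17 [-/+] and 119 [-/=] genes, a median S3 against W change of -2.71 in [-/-], 1 thylakoid gene in [-/-], and 0.0512 for WRKY in S3 against S1. At a pseudocount of 0.1, chosen after seeing the data, there were 493 lower genes in S1 against W and 107 [-/+] genes, with medians of 3.84 in [+/+] and 1.65 in [+/=]. The [-/-] crosstalk list then had 5 genes in its class, the [-/-] transcription factors 2, NAC 2 in [+/+] and WRKY 2 in [+/-], and WRKY in S3 against W reversed (0.932).

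After upper-quartile scaling there were 465 lower genes in S1 against W and 326 [-/=] genes, a median of 0.35 in [-/+] and 3 WRKY genes in [+/=]. The camera adjusted p was 0.062 for photosystem genes in S1 against W and 0.0806 for WRKY in S3 against S1, which median-of-ratios scaling put at 0.0846. After quantile normalization, chosen after seeing the data, there were 315 [-/=] genes and 3 [+/=] WRKY genes, with 0.186 for photosystem genes in S1 against W and 0.0668 for WRKY in S3 against S1, and dehydrins in S3 against S1 reversed (0.939). With S3 as deposited, also chosen later, WRKY in S3 against W reversed (0.992). The change of GRMZM2G159700 from S1 to S3, 0.01 without further scaling, was -0.09, -0.14 and -0.01 under the 3 scalings in this order, and not called.

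With camera and an estimated correlation 0 of the 17 family results passed. In S1 against W the adjusted p was 0.356 for AP2/ERF, 0.472 for dehydrins and for PP2C, 0.6 for NAC, 0.752 for photosystem, 0.694 for ribosomal and 0.504 for WRKY genes. In S3 against S1 it was 0.504 for AP2/ERF, 0.6 for NAC, 0.559 for photosystem, 0.732 for ribosomal and 0.592 for WRKY genes. In S3 against W it was 0.472 for AP2/ERF, 0.548 for dehydrins and for photosystem, 0.559 for NAC and 0.592 for ribosomal genes. Unadjusted, 1 of the 24 had a p of at most 0.05.

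With fry the adjusted p was 0.615 for photosystem and 0.279 for ribosomal genes in S1 against W, 0.308 for ribosomal and 0.0931 for WRKY genes in S3 against S1, and 0.0824 for ribosomal genes in S3 against W. It passed for bHLH in S1 against W (0.0459) and S3 against S1 (0.0454) and for PP2C in S3 against W (0.00654). Dehydrins (0.905) and PP2C (0.623) reversed in S3 against S1, called by neither test. Family words in any case, chosen after seeing the data, gave 0.126 and 0.18 for NAC in S1 against W and S3 against S1, with other kinds of gene among the 33, and 0.0546 for WRKY in S3 against S1.

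With the replicate block, 1784 genes were called in S1 against W, 3669 in S3 against S1 and 4406 in S3 against W. The camera adjusted p became 0.0951 for NAC in S1 against W and 0.0619 for WRKY in S3 against S1, and WRKY in S3 against W reversed (0.971). The block also changed the calls of GRMZM2G013170, GRMZM2G068519 and GRMZM2G146380 and no other named gene. With only the 4 libraries compared, NAC had 2 genes in [+/+] and the chloroplast list 1 in [-/-].

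Leaving out 1 library at a time gave from 40 to 64 [-/-] genes still past 2-fold in both steps, against 66. GRMZM2G159700 ranged from -0.15 to 0.16 and GRMZM2G028535 from -0.48 to 2.58 log2 units in S3 against S1. With 1 library left in a condition only fold changes were compared, and no test is given. The W regression slope, 0.709, was 1.369 for replicate 1 on replicate 2, chosen after seeing the data.

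On single genes, 33 of 1140 other values were weaker and 12 stronger. Leaving out the 25th-percentile criterion changed nothing, since the filter already applies it, and no mean-variance trend moved no named gene. DESeq2 and the normalizations inside edgeR were not run, because they need counts, and their scalings were applied to FPKM instead. A filter of 1 CPM in 2 libraries is replaced by the main filter.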

Differences from the paper's values

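The gene totals and class sizes that the paper states were within 1.5 times of those here in the main setting, and so were the replicate regressions of Additional file 2, although some values here lie outside the ranges for these regressions in the paper's text.

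Of the lists in Additional file 6, 6 differed by more than 1.5 times in the number of genes placed in the class they are listed under, a number that cannot exceed the length of the list. Of the paper's 42 [+/+] membrane genes, 27 were [+/+] here. This came within 1.5 times with only the 4 libraries compared (28) and without the fold-change threshold (34), and also at a pseudocount of 0.1 (35) and with S3 as deposited (28), both chosen after seeing the values. Of the paper's 16 [-/-] membrane genes, 10 were [-/-] here, and 11 after upper-quartile scaling and with only the 4 libraries compared, 12 without the fold-change threshold, and 11 after quantile normalization, chosen after seeing the values. Of the paper's 6 [-/-] genes for ABA, salt, temperature and light, 3 were [-/-] here, and 4 after upper-quartile scaling and with only the 4 libraries compared, 5 without the fold-change threshold, and 4 after quantile normalization and 5 at a pseudocount of 0.1, both chosen after seeing the values. Of the paper's 10 [+/+] jasmonate genes, 6 were [+/+] here, and 8 with only the 4 libraries compared and 7 at a pseudocount of 0.1, the latter chosen after seeing the values. Of the paper's 4 [-/-] chloroplast genes 0 were [-/-] here, and 1 at most under any alternative, and of its 1 [-/-] jasmonate gene 0 under each alternative. The alternatives not named here, set before the data were examined, did not bring these numbers within 1.5 times.

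Of the 48 named genes to which the paper assigns a class, 35 were placed in that class here and 13 in another. Among the 35, GRMZM2G106344, GRMZM2G107886 and GRMZM2G476230 were named for a large change within the class found here, so their match is partly fixed by that rule. Genes named only by it and without a class from the paper in what was held are not counted.

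The paper's Figure 3, measured by real-time PCR, shows GRMZM2G306104 as [-/-]. Here it was [=/-], with a log2 fold change of -0.69 in S1, and by the paper's criteria the authors' deposited table holds it as [=/=]. Figure 3 and the deposited table have GRMZM2G013170 as [+/-], and here it was not called (1.42 and -1.19 in the 2 steps). GRMZM2G013170 was [+/-] with only the 4 libraries compared and with the replicate block, both set before the data were examined. GRMZM2G082830 and GRMZM2G110192 are shown as [-/+] in Figure 3. Here the first was not called (-1.01 and 0.81) and the second was [=/+] (-0.61 and 1.83). In the deposited table the first was [-/+] and the second [=/+]. Quantile normalization called the fall of GRMZM2G082830 in S1 (-1.17) and a pseudocount of 0.1 its rise in S3 (1.46), and both were chosen after seeing the values.

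The paper lists GRMZM2G000603 as [+/=], and here its change of 0.88 in S1 was below 2-fold. A pseudocount of 0.1, chosen after seeing the values, gave [+/=], while the fit without the fold-change threshold, set before, gave [+/-]. GRMZM2G126505 and GRMZM2G028535 are named as [+/+]. Here they were [=/+] (1.09 in S1) and not called (1.96 and 1.05), and with only the 4 libraries compared the rise of GRMZM2G028535 in S1 was called. Of the NAC genes listed as [+/+], GRMZM2G181605 was [=/+] (1.10 in S1) and GRMZM2G031001 was not called (1.16 and 0.97). GRMZM2G181605 was [+/+] with only the 4 libraries compared and at a pseudocount of 0.1, the latter chosen after seeing the values, and the rise of GRMZM2G031001 in S1 was called with only the 4 libraries compared.

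The chloroplast genes listed as [-/-], GRMZM2G133684, GRMZM2G087435, GRMZM2G092780 and GRMZM2G044247, were [=/-] here, with log2 fold changes of -1.04, -0.93, -0.87 and -0.99 in S1. GRMZM2G133684 was [-/-] with only the 4 libraries compared and GRMZM2G092780 without the fold-change threshold, both set before the data were examined. For GRMZM2G306104, GRMZM2G082830, GRMZM2G110192, GRMZM2G126505, GRMZM2G028535, GRMZM2G031001, GRMZM2G087435 and GRMZM2G044247 no setting gave the paper's class.

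The paper's text states that AP2/ERF and WRKY genes are found only in the [+/-] memory subgroup. Its Table 2 nevertheless lists an AP2/ERF gene under [-/-] and a WRKY gene under [+/+], and members of both families under [+/=]. Of the genes so described in the deposited table, 3 and 1 were memory genes here, all [+/-], while 4 and 5 were [+/=]. These are too few to decide whether members occur in other memory classes. The paper's text gives 6 LEA genes as [+/-] without naming them, and its Table 2 gives 8. The 5 that the held part of Additional file 6 names under [+/-], looked up after the other values had been seen, were [+/-] here too. Of 6 genes described as LEA in the deposited table, 2 were tested and neither was called.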

Other observations

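The test on a failed estimate and the tests on the [+/-] class were chosen or changed after the result was seen, and the test on the related gene before it.

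GRMZM2G306345, described as an orthophosphate dikinase, is listed at 0 in both S1 libraries, at 11253.2 and 8818.7 FPKM in W and at 5634.7 and 6694.8 FPKM in S3. The authors' deposited table also lists it at 0 in S1 and its classes do not include it. By the rule for named genes it heads the [-/+] class here. Reads assigned to GRMZM2G097457, its related gene, do not account for the loss, since that gene had a mean of 47.3 FPKM in S1 and 36.6 in W. Among the other 68 genes with a mean of at least 1000 FPKM in W, the largest fall to S1 was 1.74-fold, so the 0 stands apart from all of them. A failed expression estimate is a candidate explanation, and the class of this gene is not reliable. GRMZM2G389301 is likewise listed at 0 in both W libraries, with 109.0 and 79.8 FPKM in S1 and 51.8 and 61.4 in S3, and was named after its values were seen. AC233788.2_FG002, among the largest falls of the [+/-] class, is listed at 0 in both S3 libraries and at 31.8 and 30.0 FPKM in S1.

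The [+/-] class, the largest of the memory classes, could arise from chance values of the shared S1 libraries, because a high S1 value raises one comparison and lowers the other. In 20 draws with every S1 mean moved to lie between the W and S3 means of its gene, and all else as fitted, at most 6 genes were called [+/-], compared with 531 observed. These draws still called 2739.85 genes on average between S3 and S1, so the adjustment was not that of a comparison without changes. Both this test and the next were given a new form after the values of earlier draws had been seen. The draws took each gene's fitted variance, so an unmodelled S1 effect common to both libraries was not tested.

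Of the 531 [+/-] genes, 28 were called lower than W in S3. Choosing genes for low S3 values could give such calls among genes that truly return to W. In 20 draws with the S3 mean raised to W wherever S1 lay above W and S3 below it, at most 2 genes were called [+/-] and lower than W, 0.6 on average, so this selection does not account for the 28. An earlier form, with S3 set to W only in the genes called [+/-] or [-/+] in the data, gave 15.2 such genes on average and at most 22, and on its own left the explanation open. It kept the S3 means below W of other genes that were then drawn as [+/-], and among the 531 genes themselves at most 2 fell below W in it. The scaling of S3 in a separate cuffdiff run does not account for them either, since 32 genes were called [+/-] and lower than W with median-of-ratios scaling over all 6 libraries, among them the 28, and 28 with S3 as deposited. The number was 22 at a pseudocount of 2, 42 at a pseudocount of 0.1 and 21 without the filter on low values. A lower level than before the stress is open as a hypothesis for these genes, and so is the plants' age, which was not tested.

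Other genes that the naming rule gives for S3 against S1 were, in [+/+], GRMZM2G340257 (log2 fold change 5.40) and GRMZM2G106344 (4.72). In [-/-] they were GRMZM2G107886 (-3.69), AC197267.3_FG001 (-3.57) and GRMZM5G857998 (-3.29), in [+/-] GRMZM2G413482 (-5.62) and GRMZM2G476230 (-4.60), and in [-/+] GRMZM2G116881 (5.80) and GRMZM2G322819 (4.41). GRMZM2G413482 ended below W, at 1.54 and 1.52 FPKM in S3 compared with 35.1 and 37.6 in W.

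Of the other families, 197 tested ribosomal protein genes had a median log2 fold change of -0.38 in S3 against W, -0.54 relative to all genes, and 177 of them were lower. The 4 tested dehydrin genes rose in S1, with a median of 4.56. From S1 to S3, 3 of the 4 were lower and GRMZM2G079440 was higher, by 3.42. The median of this step was -0.67, and relative to all genes -0.79 without further scaling and -0.16 after quantile normalization. The 9 tested genes described as PP2C had medians of 0.49 in S1 against W and 1.01 in S3 against W. Their members went both ways, with 5 higher and 4 lower in S1 against W, and 6 higher and 3 lower in S3 against W. Relative to all genes, both PP2C medians and the ribosomal median kept their direction under the 3 other scalings.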
